# The ß-importin KAP8 (Pse1/Kap121) is required for nuclear import of the cellulase transcriptional regulator XYR1, asexual sporulation and stress resistance in Trichoderma reesei

**DOI:** 10.1111/mmi.12944

**Published:** 2015-03-04

**Authors:** Sara Ghassemi, Alexander Lichius, Fréderique Bidard, Sophie Lemoine, Marie-Noëlle Rossignol, Silvia Herold, Verena Seidl-Seiboth, Bernhard Seiboth, Eduardo A Espeso, Antoine Margeot, Christian P Kubicek

## Abstract

The ascomycete *Trichoderma reesei* is an industrial producer of cellulolytic and hemicellulolytic enzymes, and serves as a prime model for their genetic regulation. Most of its (hemi-)cellulolytic enzymes are obligatorily dependent on the transcriptional activator XYR1. Here, we investigated the nucleo-cytoplasmic shuttling mechanism that transports XYR1 across the nuclear pore complex. We identified 14 karyopherins in *T. reesei*, of which eight were predicted to be involved in nuclear import, and produced single gene-deletion mutants of all. We found KAP8, an ortholog of *Aspergillus nidulans* KapI, and *Saccharomyces cerevisiae* Kap121/Pse1, to be essential for nuclear recruitment of GFP-XYR1 and cellulase gene expression. Transformation with the native gene rescued this effect. Transcriptomic analyses of Δ*kap8* revealed that under cellulase-inducing conditions 42 CAZymes, including all cellulases and hemicellulases known to be under XYR1 control, were significantly down-regulated. Δ*kap8* strains were capable of forming fertile fruiting bodies but exhibited strongly reduced conidiation both in light and darkness, and showed enhanced sensitivity towards abiotic stress, including high osmotic pressure, low pH and high temperature. Together, these data underscore the significance of nuclear import of XYR1 in cellulase and hemicellulase gene regulation in *T. reesei*, and identify KAP8 as the major karyopherin required for this process.

## Introduction

*Trichoderma reesei* is today used for the industrial production of plant cell wall degrading enzymes applied in the pulp and paper, food and textile industries, as well as for the conversion of plant biomass materials into bioethanol or platform chemicals (Kubicek, 2012). Consequently, *T. reesei* has become the key experimental model system for the genetic and metabolic regulation of production of cellulases and hemicellulases (Seiboth *et al*., 2012; Amore *et al*., 2013; Kubicek, 2013; Tani *et al*., 2014).

Cellulase gene expression is adaptive and in *T. reesei* regulated by the action of at least four transcriptional activators (XYR1, ACE2, ACE3 and the HAP2/3/5 complex) and two repressors (ACE1 and the carbon catabolite repressor CRE1) (for review, see Seiboth *et al*., 2012; Amore *et al*., 2013; Häkkinen *et al*., 2014; Tani *et al*., 2014). XYR1, a Zn(2)Cys(6)-type transcriptional activator that binds to a 5′-GGCW_4_-3′ motif, plays a key role because its deletion completely eliminates the induction of cellulases and hemicellulases by all known inducers, including cellulose, lactose, sophorose, xylan and xylose (Stricker *et al*., 2008). XYR1 is constitutively formed at a very low basal level and becomes up-regulated and shuttled into the nucleus in an auto-regulatory feedback manner after addition of an inducer such as lactose or sophorose (Lichius *et al*., 2014).

The nucleus is surrounded by a double membrane, called the nuclear envelope (NE). The nucleoplasm and cytoplasm communicate through multiprotein complexes inserted in the NE called nuclear pores. Molecules smaller than 30 kDa are able to move passively through nuclear pores (Görlich and Kutay, 1999), whereas larger molecules require active transport with the help of specific nuclear carriers. The majority of these transporters belong to the karyopherin-β superfamily (KAPs) classified into importins and exportins (Mosammaparast and Pemberton, 2004), which serve as receptors for the import and/or export of diverse cargo molecules such as proteins and tRNAs (Görlich and Kutay, 1999).

The karyopherin-ß family is typically defined by a 150-amino acid region required for binding to the small GTPase Ran (Görlich, 1998; Pemberton *et al*., 1998). The archetype of their canonical nuclear targeting signal is the SV40 large T antigen nuclear localization signal that is rich in basic amino acids (Kalderon *et al*., 1984; Lanford and Butel, 1985). It is recognized by importin α, to which it binds thus forming an adaptor (Lange *et al*., 2007), which is subsequently bound by one of the importin ß proteins to form an import complex. This cargo-importin α-importin ß import complex then docks at the nuclear pore and translocates across the NE. Subsequently, the import complex is dissociated by binding of the small GTPase RanGTP to the importin ß, which releases the cargo into the nucleoplasm (Görlich and Kutay, 1999). The karyopherins are usually recycled into the cytoplasm for additional rounds of cargo import (Gilchrist *et al*., 2002).

With regard to Zn(2)Cys(6) cluster transcription factors, no general strategy for their import has been detected thus far (MacPherson *et al*., 2014). The best known member of fungal binuclear zinc cluster transcription factors, Gal4 of *Saccharomyces cerevisiae*, interacts directly with the ß-importin receptor Rsl1/Kap95 complex, as well as with another importin, Nmd5 (Chan and Jans, 1999). Another *S. cerevisiae* Zn(2)Cys(6) protein the ABC transporter regulator Pdr1 uses the Pse1/Kap121 complex (Delahodde *et al*., 2001).

In filamentous fungi, karyopherins have so far only been identified and studied in *Aspergillus nidulans* (Todd *et al*., 2005; Osmani *et al*., 2006; Araújo-Bazán *et al*., 2009; Etxebeste *et al*., 2009; Markina-Iñarrairaegui *et al*., 2011) and *Neurospora crassa* (Takeda *et al*., 2013). Yet information as to their involvement in nuclear transport of Zn(2)Cys(6) cluster transcription factors is still sparse: the regulator of the *A. nidulans* ethanol regulon, AlcR, for instance requires three importin-related proteins, Kap104, Sxm1 and Nmd5 (Nikolaev *et al*., 2003), whereas the rate-limiting step of nitrate regulation in the same fungus has been shown to be KapK-dependent (= CRM1/exportin 1) export of the pathway-specific regulator NirA (Bernreiter *et al*., 2007).

In order to identify the ß-importin(s) that transport *T. reesei* XYR1 into the nucleus under cellulase and hemicellulase inducing conditions, we investigated the functional role of all importin ß proteins encoded in the *T. reesei* genome. Using a systematic gene deletion approach, we identified KAP8, the ortholog of Pse1/Kap121from *S. cerevisiae* and *A. nidulans* KapI, respectively, to be required for XYR1 import into the nucleus, and demonstrate that this step is essential for cellulase and hemicellulase gene expression. In addition, we show that KAP8 is involved in asexual sporulation and response to abiotic stress.

## Results

### Identification of the karyopherin-ß superfamily in *T*. *reesei*

We searched the *T. reesei* genome (http://genome.jgi-psf.org/Trire2/Trire2.home.html) for potential orthologs of the 17 nuclear transporters previously identified in *A. nidulans* (Mans *et al*., 2004; Espeso and Osmani, 2008; Markina-Iñarrairaegui *et al*., 2011). Seventeen loci coding for nuclear transporters were found, of which 14 encoded proteins belonging to the karyopherin-β superfamily. Each of them showed a high similarity with only a single *A. nidulans* Kap protein (e-values between e-170 and 0). In agreement with Pyrenomycete nomenclature, these genes and proteins were designated as *kap/*KAP plus locus numbers from 1 to 14 (Table 1). They comprised four potential exportins (KAP11 = *A. nidulans* KapK^Crm1^, KAP13 = KapN, KAP5 = KapE^Cse1^, KAP12 = KapM^Los1^), nine ß-importins (KAP2 = KapB^Kap95^, KAP3 = KapC^Kap104^, KAP4 = KapD^Nmd5^, KAP6 = KapG^Kap114^, KAP7 = KapH^Kap120^, KAP8 = KapI^Pse1^, KAP9 = KapJ^Kap123^, KAP10 = KapL and the mRNA transporter KAP14 = KapF^Mtr10^; superscripts refer to the name of the corresponding yeast orthologs, if any) and the importin-α homologue KAP1 = KapA^Srp1^. 

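In the RNA-seq counts of the *Δkap8* strain and its complemented transformant, *kap2* (Trire2:74318) to *kap14* (Trire2:120152) of Table 1 were found under their identifiers, while *kap1* (Trire2:21117) was not in the files analysed here. *kap8* (Trire2:78158) had 10223.0 ± 464.7 normalized counts (SD, n = 3) on glycerol and 8264.1 ± 1685.3 (SD, n = 3) on sophorose in the complemented transformant. In the *Δkap8* strain it had 3.0 ± 1.8 (SD, n = 3) on glycerol and no count in any of the 3 replicates on sophorose. The means of the 12 other genes over the 4 groups of replicates lay between 1820.0 normalized counts (*kap2*) and 41905.9 (*kap9*, Trire2:23193). All 12 were higher in the *Δkap8* strain than in the complemented transformant on glycerol with an adjusted p below 0.05 from edgeR's quasi-likelihood test, and 10 of them were also higher on sophorose. The largest of these differences was that of *kap9*, with a log2 fold change of 2.03 (standard error 0.15, adjusted p = 1.78e-07, edgeR) on glycerol and 1.39 (standard error 0.14, adjusted p = 1.22e-05, edgeR) on sophorose.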

Additional *in silico* searches using Pfam domains related to this superfamily of proteins did not add more candidates to our predictions (data not shown).

**Table 1:** Nuclear transporters in *Trichoderma reesei*

	Protein name			
Trire2:	*T. reesei*	*A. nidulans*	Protein type	Gene function in *A. nidulans*
21117	KAP1	KapA	Importin alpha	Essential
74318	KAP2	KapB	Importin beta	Essential
80398	KAP3	KapC	Importin beta	Nonessential
76859	KAP4	KapD	Importin beta	Nonessential
73525	KAP5	KapE	Importin beta	Essential
104161	KAP6	KapG	Importin beta	Nonessential
64009	KAP7	KapH	Importin beta	Nonessential
78158	KAP8	KapI	Importin beta	Nonessential
23193	KAP9	KapJ	Importin beta	Nonessential
77404	KAP10	KapL	Importin beta	Nonessential
62120	KAP11	KapK	Exportin	Essential
3892	KAP12	KapM	Exportin	Nonessential
5991	KAP13	KapN	Exportin	Nonessential
120152	KAP14	KapF	mRNA transporter Mtr10	Essential

### *Functional analysis of the* T. reesei *ß-importins reveals that kap8 is essential for cellulase gene expression in* T. reesei

To potentially identify the ß-importin of *T. reesei* that is responsible for XYR1 import, we generated single-knockout mutants for each locus by means of a precise gene replacement procedure (see *Experimental procedures*). The deletion of most of these importins produced viable homokaryotic colonies, demonstrating that these genes are not essential. Homokaryotic transformants could not be obtained, however, when deleting *kap1*, *kap2* and *kap5*, suggesting that these are essential genes in *T. reesei*.

We then cultivated the knockout strains, the heterokaryon strains of *kap1*, *kap2* and *kap5*, and the parental strain of *T. reesei* on lactose to induce cellulase gene expression, and analyzed the level of the *cel7A* transcript (which encodes the major cellulase, *cbh1 = cel7A*), a product of nuclear function of XYR1. Lactose, rather than cellulose, was chosen for these experiments because lactose utilization – in contrast to cellulose – is independent of the action of secreted cellulases (Seiboth *et al*., 2007). The data are shown in Fig. 1A: the knockout strains exhibited somewhat reduced cel7A expression, but most strains (including the heterokaryon strains) showed expression levels of > 50% of the parental strain. Two exceptions were of note: *Δkap10*, which showed less than 30% of cel7A expression, and the Student's *t*-test determined this as significant (*P* = 0.00279 for 16 h, and *P* = 0.00998 for 36 h). In addition, *Δkap8* produced almost no cbh1/cel7A transcript. Student's *t*-test confirmed the significance of this result (*P* = 0.0000023 and 0.00029 for 16 and 36 h respectively). Subsequent transformation of the *Δkap8* strain with the wild-type *kap8* allele fully restored *cel7A* expression to the level shown by the parent strain, indicating that the above noted reduction was indeed dependent on *kap8* function.

**Figure 1:**
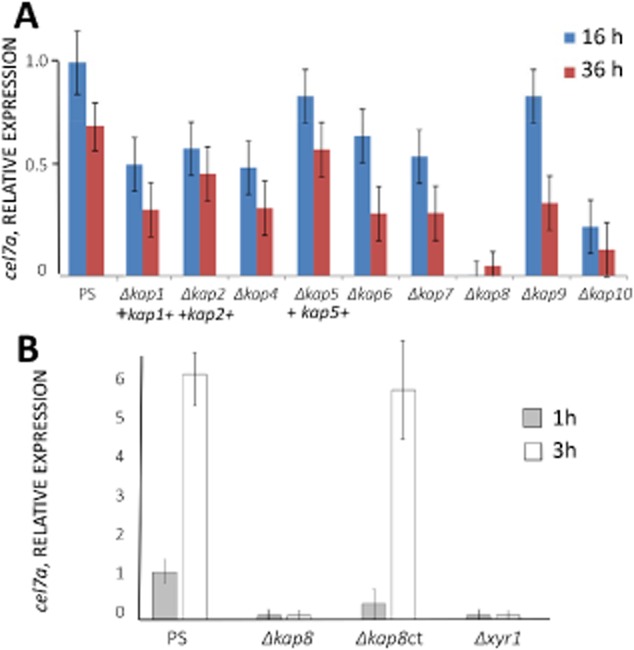
Expression of the *T. reesei* cellobiohydrolase *cel7A* gene during (A) growth on lactose for 16 h (blue bars) and 36 h (red bars) in nine ß-importin knockout strains. Values are given as ‘relative gene expression’, which is the ratio of expression of *cel7A* to that of the housekeeping gene *tef1*, normalized to the same ratio obtained with the parental strain *T. reesei* QM9414 after 16 h on lactose.B. Expression of *cel7A* in *T. reesei* parental strain (PS), *Δkap8* and its complemented transformant Δ*kap8ct*, and Δ*xyr1* after 24 h preculture on 1% (w/v) glycerol and subsequent transfer to 1.4 mM sophorose for 1 h (grey bars) and 3 h (white bars) respectively. Relative expression levels are defined as above, but the ratio obtained for the retransformant at t = 0 was used for normalization. Error bars indicate the standard deviation from *n* ≥ 3 biological replicates.

In order to support these findings by an independent experiment, we pre-cultured the *Δkap8* strain, its complemented transformant strain and the parent strain on glycerol as carbon source, and then transferred the biomass into fresh medium containing 1.4 mM sophorose, another very potent cellulase inducer (Sternberg and Mandels, 1979), as sole carbon source. As shown in Fig. 1B, expression of *cbh1* in the *Δkap8* strain was only 2% of that shown by the complemented transformant strain. The *T. reesei Δxyr1* strain displayed similar *cel7A* expression levels as the *Δkap8* strain (Fig. 1B). We therefore concluded that *kap8* is essential for cellulase gene expression and – while it cannot be ruled out that other importins can also transport XYR1 into the nucleus – is of major importance for the function of XYR1.

### KAP8 is essential for nuclear import of XYR1 in *T. reesei*

In order to test whether KAP8 is indeed essential for XYR1 uptake into the nucleus, we expressed a GFP-XYR1 fusion protein in *T. reesei Δkap8* and its complemented transformant and monitored its subcellular localization under inducing conditions. As reported previously (Lichius *et al*., 2014), nuclear import of XYR1 in response to a cellulase inducing signal is essential to activate *xyr1* expression in an auto-regulatory manner and hence to produce sufficient amounts of XYR1 to elicit high-level cellulase and hemicellulase gene expression. As shown in Fig. 2, fluorescence microscopy demonstrated that the parent strain and the *kap8* complemented transformant imported XYR1 into the nuclei, whereas *Δkap8* did not. These data show that nuclear import of XYR1 is dependent on KAP8 function.

**Figure 2:**
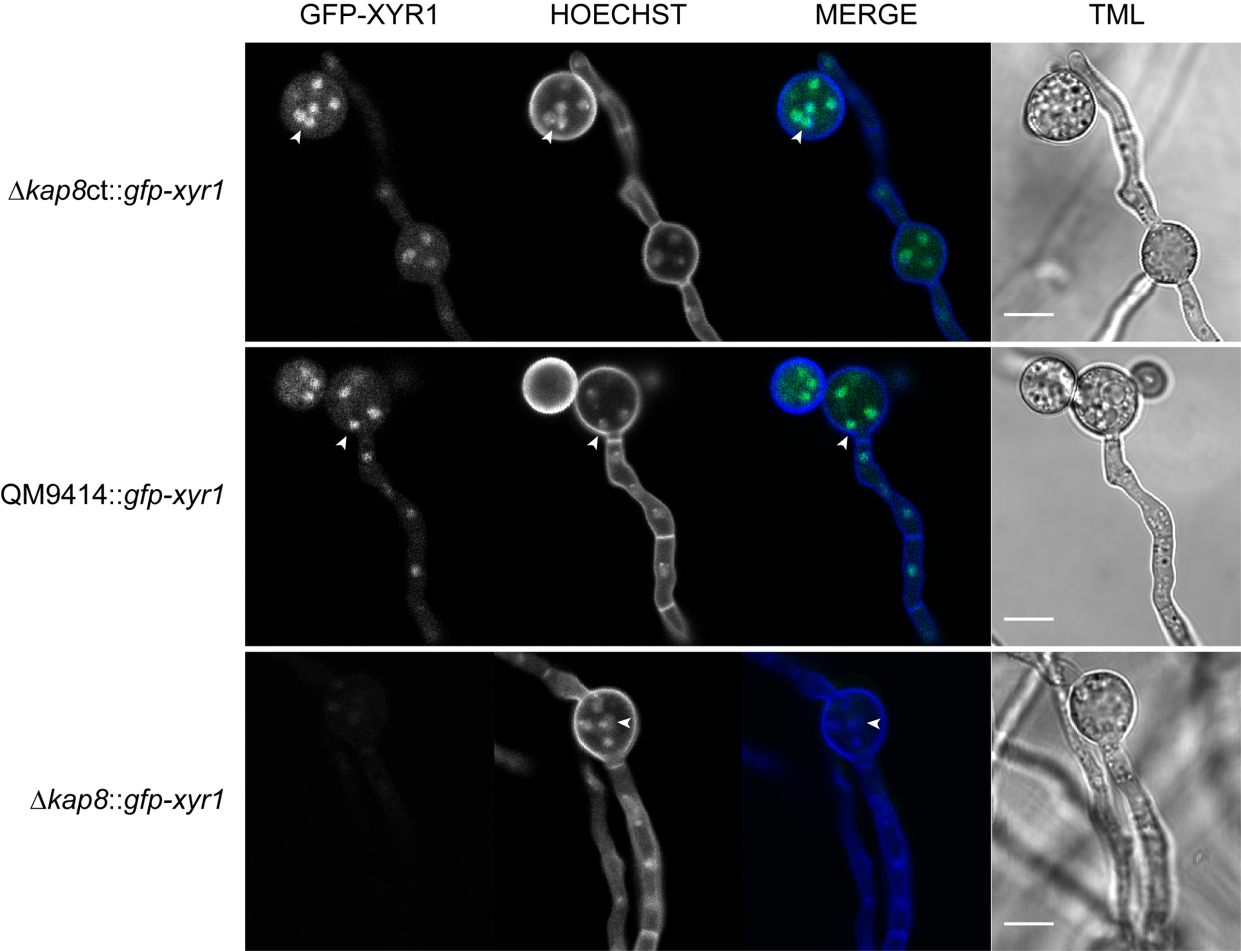
Nuclear recruitment of GFP-XYR1 was not observed in the Δ*kap8* strain; however, it was restored in the Δ*kap8* complemented transformat *(Δkap8*ct). In both cases, expression of *gfp-xyr1* was under control of the native *xyr1* promoter. On the left, fluorescent images are shown; on the right, the corresponding transmitted light images. Arrowheads indicate nuclei containing GFP-XYR1 and/or Hoechst dye. Scale bars, 10 μm.

### KAP8 *is essential for the expression of the sophorose-induced plant cell wall degrading enzymes in* T. reesei

The results described above provided the first evidence that KAP8 is essential for nuclear import of XYR1 and is indirectly important for the formation of the cellulase CEL7A. The expression of all cellulase genes of *T. reesei* is known to be co-regulated by XYR1 (Kubicek, 2013). A similar effect of *kap8* on the expression of the other cellulase genes can be safely assumed. However, XYR1 also regulates the expression of several hemicellulases (Stricker *et al*., 2008; Seiboth *et al*., 2012; Amore *et al*., 2013), and its full regulon in *T. reesei* has not yet been identified. We investigated the global change in gene transcription in the *Δkap8* strain and its complemented transformant upon induction with 1.4 mM sophorose after 3 h. 

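By the paper's description, *kap8* is replaced by *pyr4* in the *Δkap8* strain. Its complemented transformant (*Δkap8ct*, also named the retransformant) is described as this strain with *kap8* brought back. Cultures of both strains were sampled at 2 points. One was the end of the 24 h preculture on 1% glycerol and the other was 3 h after the transfer of the biomass to sophorose. With 3 replicates in each of the 4 groups, 12 samples were sequenced. The sample labels give 1.8 mM for the sophorose medium where the paper gives 1.4 mM. From polyA+ RNA, the authors made stranded libraries, sequenced them from both ends and trimmed and filtered the reads with Eoulsan. They aligned the reads to the *T. reesei* genome with Bowtie, removed alignments to more than one locus and deposited, for every replicate on its own, the counts of alignments that overlap the exons of each of 9129 genes. These counts are whole numbers without any normalization, and division by gene length is not part of them. The totals ranged from 28855789 to 30326558 counts in the complemented transformant on glycerol (median 29807232) and from 29808480 to 35055866 on sophorose (median 31894204). In the *Δkap8* strain they ranged from 31926231 to 38544135 on glycerol (median 34265167) and from 29573947 to 42122876 on sophorose (median 38279780). At these depths, 3 counts correspond to 0.071 to 0.104 CPM, taken as the floor of a sample. Smaller counts do occur and are given as they are. All normalized counts given for single genes were scaled by edgeR's TMM method to a common library size, the geometric mean of the 12 effective library sizes. Differences were tested in edgeR's quasi-likelihood model over all 12 samples with one mean per group, for the 8224 genes that passed edgeR's filter on low counts, and the p-values were adjusted by the Benjamini-Hochberg method. A negative log2 fold change between the strains stands for a lower level in the *Δkap8* strain. The genome is not part of the files analysed here, so that genes are given by their Trire2 identifiers without positions.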

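The replicates of a group were compared across the 8224 tested genes on the log2 scale, with 1 added to each normalized count. Genes are not independent replicates, so that no p-value belongs to these correlations. Pearson's r was between 0.988 and 0.996 for all pairs of replicates within the 3 other groups. In the complemented transformant on sophorose, it was 0.99 between replicates 1 and 2, but 0.956 and 0.944 between replicate 3 and replicates 1 and 2. The total count of this replicate was 0.89 times the mean of the other two. It had 23569 normalized counts for *cel7A* (Trire2:123989), where replicates 1 and 2 had 1253877 and 965724. Deviations of the replicates from their group's mean had a mean Pearson's r of -0.029 over the 18 pairs of samples with the same replicate number in different groups, and of 0.014 over the 36 pairs with different numbers. The replicate numbers therefore showed no pairing, and the fit without a replicate block was used as the main one.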

Transcriptomic analysis was based on the mean values from three experimental replicates.

We detected 351 genes (including 57 CAZymes) that were at least fourfold higher expressed on sophorose compared with the noninduced control (24 h glycerol preculture; Supporting Information Table S4). 

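With the limits of a 4-fold rise, a mean of at least 100 normalized counts on sophorose and an adjusted p below 0.05 from edgeR's quasi-likelihood test, 319 genes were induced by sophorose in the complemented transformant. Of these, 284 are among the genes of Table S4 and 35 are not, and 67 genes of Table S4 did not meet the limits. The median log2 fold change of the 319 genes was 2.88, and 308 of them were higher in each of the 3 sophorose replicates than in any glycerol replicate. Without a fold limit, 2121 genes rose and 2101 fell on sophorose with an adjusted p below 0.05 among 8224 tested genes. A fall of at least 4-fold was met by 194 genes. The files carry no annotation, and the CAZymes were therefore counted among the genes that Tables S4 and S6 name as such. By these names, 49 of the 319 genes encode CAZymes. The largest rise was that of *cel5A* (Trire2:120312), which had no count on glycerol and 16557.9 ± 15097.4 normalized counts (SD, n = 3) on sophorose. By the fold and the minimum of 100 counts alone, without a test, 323 genes were induced. With the replicate number as a block, the 319 genes became 305 and the number of CAZymes stayed at 49. The number moved most when every single replicate had to meet the limits, to 140 genes with 31 CAZymes.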

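Above 10-fold, 128 genes were induced in the complemented transformant, again with a mean of at least 100 normalized counts and an adjusted p below 0.05 (edgeR). CAZymes made up 41 of them. Among the 10 genes with the largest rise, CIP1 (Trire2:73638) had a log2 fold change of 16.02 (adjusted p = 2.93e-05, edgeR), *cel7B* (Trire2:122081) of 15.87 (adjusted p = 4.68e-05) and *cel61A* (Trire2:73643) of 13.83 (adjusted p = 8.54e-06). The cellulose response transporter CTR1 (Trire2:3405), which is no CAZyme, rose by a log2 fold change of 10.94 (adjusted p = 4.5e-09). A replicate block in the model gave 126 genes. When the limits had to be met by each replicate instead of the mean, 51 genes remained.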

One hundred forty-six from them (including 44 CAZymes) were > 10-fold induced. 

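The induced genes were grouped by the names in Tables S4 and S6, by rules written after the files had arrived. Named as unknown proteins were 66 of the 319 induced genes, and 13 as unique proteins. Solute transport was named for 37 genes. Enzymes that react with oxygen accounted for 15 genes, small secreted cysteine-rich proteins for 15 and proteases for 7. In Table S4 itself, the same rules found 84 unknown proteins, 47 genes of solute transport and 57 CAZymes.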

Apart of CAZymes, genes encoding unknown conserved proteins, metabolic enzymes and membrane proteins that function in solute uptake were most abundant (Fig. 3). The rest of the genes identified (4–5% of the transcriptome) consisted of genes encoding enzymes which react with molecular oxygen, genes encoding small secreted cysteine-rich proteins (SSCRPs) and transcription factors (two C2H2-type, each one of BZIP-, myb- and MYND/zinc finger type, and 11 Zn(2)Cys(6) zinc cluster proteins; Supporting Information Table S4). 

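Of the 16 transcription factor genes that Table S4 names, 14 met the limits of induction in the re-computed list. They comprised 10 of its 11 Zn(2)Cys(6) zinc cluster genes, 1 of its 2 C2H2-type genes, and the BZIP, myb and MYND genes, with 1 each. The number was 13 with the replicate number as a block in the edgeR model. It fell furthest, to 7, when the limits had to hold in every replicate, and with replicate 3 of the complemented transformant on sophorose left out it was 16.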

The latter also included the already known regulatory genes *xyr1*, *clr2* (Trire2:26163, which encodes the ortholog of the *N. crassa* and *A. nidulans* cellulase regulator CLR-2/ClrB; Coradetti *et al*., 2012; Häkkinen *et al*., 2014) and *ace3* (Häkkinen *et al*., 2014).

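In the complemented transformant, *xyr1* (Trire2:122208) rose from 3822.8 ± 257.2 normalized counts (SD, n = 3) on glycerol to 55568.9 ± 14943.8 (SD, n = 3) on sophorose. This is a log2 fold change of 3.86 (standard error 0.19, adjusted p = 2.82e-08, edgeR). The counts of *clr2* rose from 11.5 ± 2.9 to 868.5 ± 420.9 (SD, n = 3 each), a log2 fold change of 6.21 (standard error 0.46, adjusted p = 6.27e-07). For *ace3* (Trire2:77513), 2340.7 ± 107.9 normalized counts on glycerol and 18443.4 ± 5925.0 on sophorose (SD, n = 3 each) gave a log2 fold change of 2.98 (standard error 0.22, adjusted p = 6.04e-07). Each sophorose replicate lay above every glycerol replicate for the 3 genes. Across the fits that each left out one of the 12 samples, the log2 fold change stayed between 3.65 and 4.04 for *xyr1*, between 5.9 and 6.56 for *clr2* and between 2.82 and 3.22 for *ace3*.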

**Figure 3:**
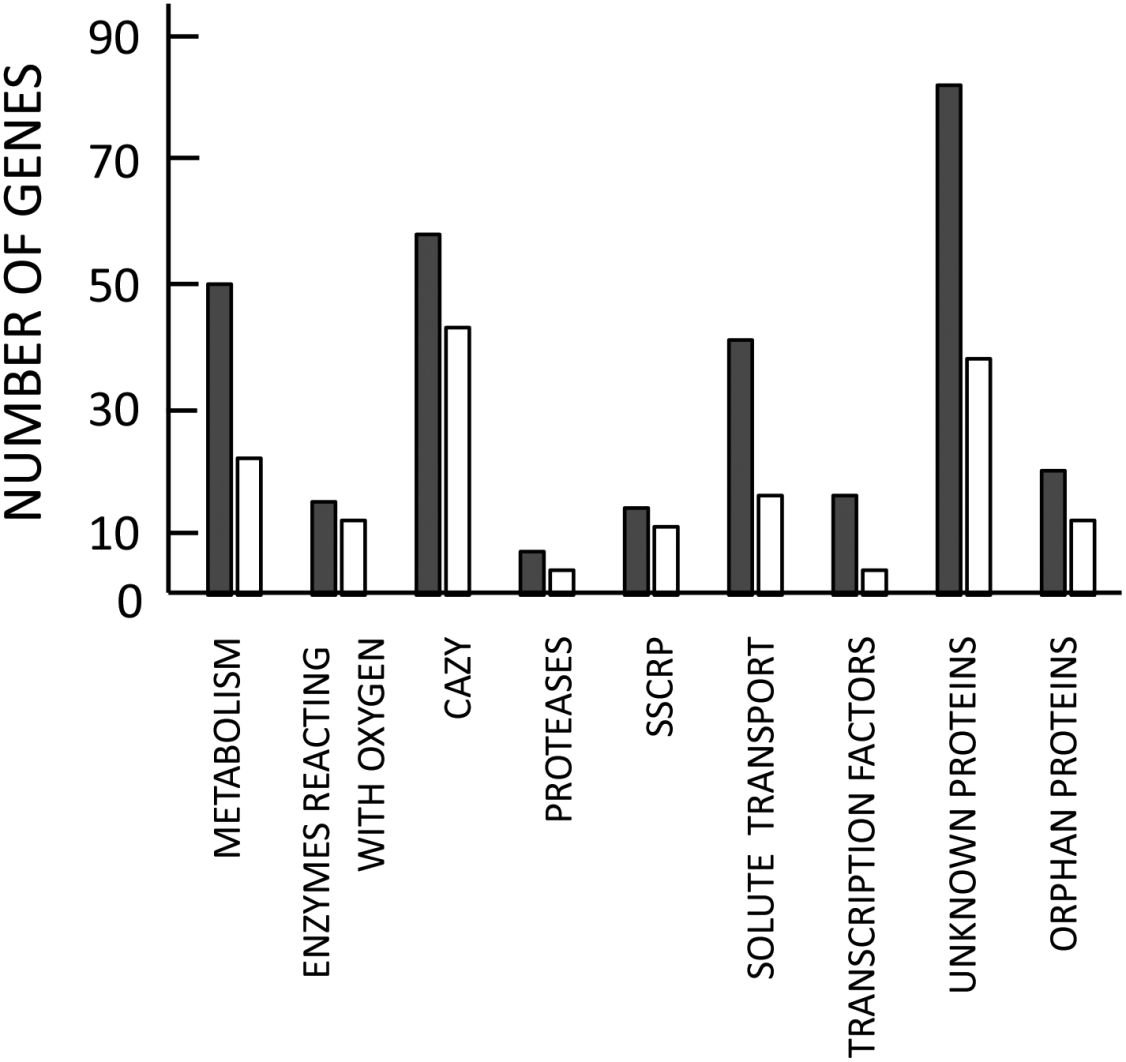
Number of genes, grouped according to functional similarity, that were induced by sophorose at least fourfold (grey bars) and genes whose sophorose induction was significantly lower (> 5-fold) in the *Δkap8* strain compared with the complemented transformant Δ*kap8ct* (white bars). The grouping shown comprised 81.7% of all sophorose-inducible genes of strain *Δkap8*ct as documented in Supporting Information Table S4. Gene groups and abbreviations: METABOLISM, genes involved in intracellular catabolism, anabolism and secondary metabolism; CAZY, all extracellular glycosyl hydrolases, carbohydrate esterases and accessory enzymes; ENZYMES REACTING WITH OXYGEN, oxidases, cytochrome P450- and FAD monooxygenases, dioxygenases; SSCRP, small, secreted, cysteine-rich proteins including hydrophobins and ceratoplatanins; SOLUTE TRANSPORT, members of the major facilitator superfamily; amino acid transport; ion transport; UNKNOWN PROTEINS, proteins that have orthologs in other species, but for which no function has as yet been described; and ORPHAN PROTEINS, proteins that have orthologs, if at all, only in other *Trichoderma* species, and for which also no function is as yet known.

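Among the 319 induced genes, 156 (48.9%) were more than 5-fold lower in the *Δkap8* strain than in the complemented transformant on sophorose with an adjusted p below 0.05 (edgeR). Table S5 lists 142 of them. Their median normalized count on sophorose was 1129.0 in the complemented transformant and 78.2 in the *Δkap8* strain, and on glycerol it was 47.6 and 8.4. In the *Δkap8* strain, 85 of the 156 genes had fewer than 100 normalized counts on sophorose and on glycerol, the level below which the authors considered a gene as almost not transcribed. Between glycerol and sophorose, 121 of the 156 genes still rose in the *Δkap8* strain with an adjusted p below 0.05, and 103 of them rose at least 4-fold. No minimum count was asked for in these 2 numbers, so that they include rises below 100 normalized counts. The difference between the responses of the strains was tested by the interaction term of the same model, in which 84 of the 319 induced genes had a smaller rise in the *Δkap8* strain with an adjusted p below 0.05. With the replicate block, 147 genes were lowered. By the fold and count limits without a test, 160 genes were. The largest move was to 52 genes, when the limits had to be met in every replicate.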

In the *Δkap8* strain, 195 of the 351 sophorose-induced genes were more than fivefold down-regulated compared with the parental control and exhibited almost no expression irrespective of the presence or absence of sophorose (Supporting Information Table S5). They included 42 of the 57 CAZyme-encoding genes (73.7%; Table 2) and comprised all cellulase and hemicellulase genes that were known or believed to be under control of XYR1, as well as many other genes for which XYR1 control has not yet been detected, such as α–D-galactosidases, α-D-fucosidases, α-D-mannosidases, AA9 polysaccharide monooxygenases and polygalacturonases. 

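The 42 genes of Table 2 were 3.7 to 2100.2 times higher in the complemented transformant than in the *Δkap8* strain on sophorose, with a median of 32.1. Of the 39 that passed the filter on low counts, all were lower in the *Δkap8* strain with an adjusted p below 0.05 (edgeR), and 36 by more than 5-fold. For 41 of the 42, every replicate of the complemented transformant lay above every replicate of the *Δkap8* strain. *cel7A* had 747723.2 ± 643473.1 normalized counts (SD, n = 3) in the complemented transformant on sophorose and 1422.9 ± 920.3 (SD, n = 3) in the *Δkap8* strain, a log2 fold change of -9.04 (standard error 1.45, adjusted p = 0.000347, edgeR). On glycerol the complemented transformant had 55.9 ± 2.4 (SD, n = 3) and the *Δkap8* strain 148.0 ± 127.3 (SD, n = 3). The cellobiohydrolase gene *cel6A* (Trire2:72567) differed by a log2 fold change of -9.45 (standard error 1.4, adjusted p = 0.000194), the endoglucanase gene *cel5A* by -10.95 (standard error 1.87, adjusted p = 0.000928) and the β-xylosidase gene *bxl1* (Trire2:121127) by -5.27 (standard error 0.51, adjusted p = 6.43e-06). The AA9 gene *cel61A* differed by -6.66 (standard error 0.98, adjusted p = 0.000192) and the exo-polygalacturonase gene *pgx1* (Trire2:112140) by -5.79 (standard error 0.85, adjusted p = 0.000359). The standard deviations of the complemented transformant are large because of replicate 3, which lay below replicates 1 and 2 for 40 of the 42 genes, at a median of 18.9% of their mean. For 17 genes, this replicate was less than 5 times the mean of the *Δkap8* strain. Of the 49 CAZyme genes induced in the re-computed list, 35 (71.4%) were more than 5-fold lower in the *Δkap8* strain. This number was also 35 with the replicate block, 41 without replicate 3 of the complemented transformant on sophorose, and 14 when each replicate had to meet the limits. For *cel7A*, the replicate block gave a log2 fold change of -9.06, and leaving out replicate 3 of the *Δkap8* strain on sophorose moved it most, to -9.71. The paper reads from its list that the lowered genes comprise all cellulase and hemicellulase genes known or believed to be under XYR1 control, and many others.

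**Figure D1:**
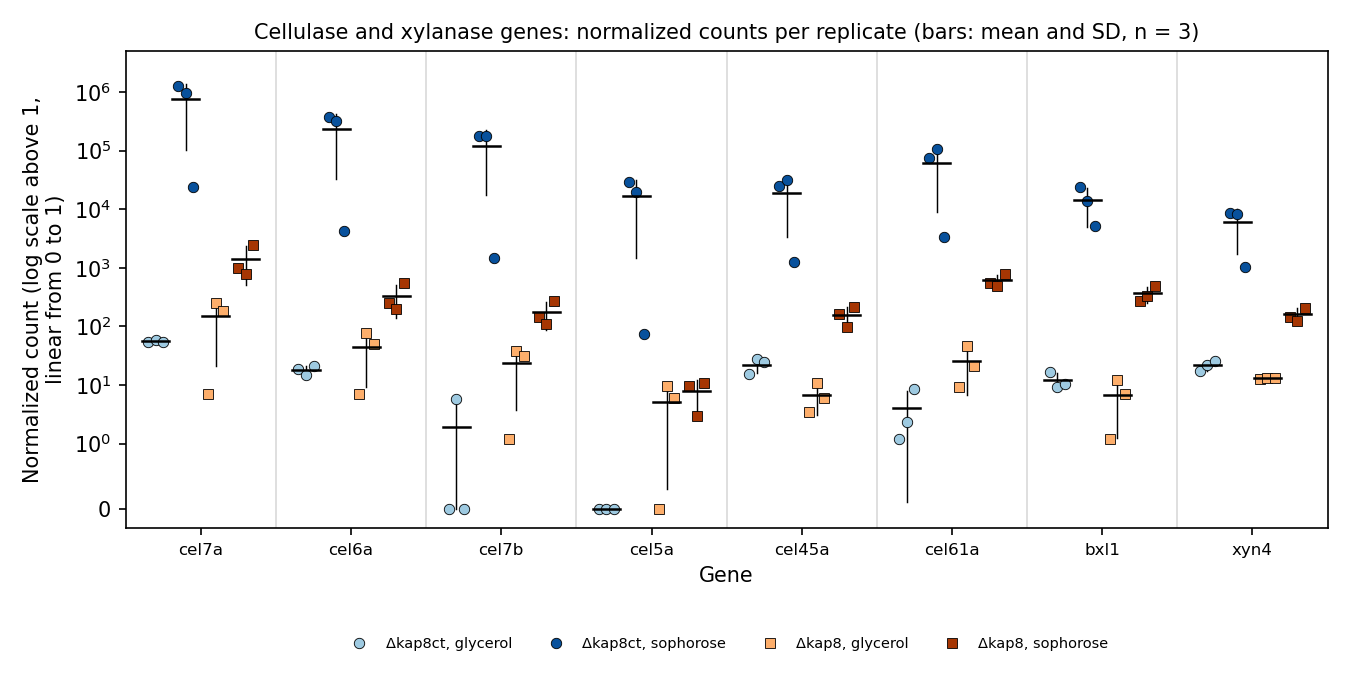
Normalized counts (TMM; log axis above 1, linear from 0 to 1) of 8 cellulase and xylanase genes in the 3 replicates of the complemented transformant and of the *Δkap8* strain on glycerol and on sophorose; horizontal bars are means and vertical lines SD (n = 3). Replicate 3 of the complemented transformant on sophorose has 23569 counts for *cel7A*, far below the other two replicates and above the highest *Δkap8* replicate, which has 2479.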

Besides CAZymes, also several members of other gene groups listed in Fig. 3 exhibited significantly reduced expression in *Δkap8* strain, which was most pronounced with genes encoding proteases and SSCRPs (Fig. 3). 

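By the names in Tables S4 and S6, all 15 induced genes of small secreted cysteine-rich proteins were more than 5-fold lower in the *Δkap8* strain on sophorose (100.0%), and 3 of the 7 induced protease genes were (42.9%). The share was 71.4% for the CAZymes (35 of 49 genes), 61.5% for unique proteins (8 of 13) and 53.3% for enzymes that react with oxygen (8 of 15). It was 39.4% for unknown proteins (26 of 66), 37.8% for solute transport (14 of 37) and 21.4% for transcription factors (3 of 14). Of the lowered genes of Table S5, the same names were given to 15 genes of small secreted cysteine-rich proteins and 5 of proteases. The paper states, with reference to its Fig. 3, that besides the CAZymes the reduction was most pronounced for proteases and small secreted cysteine-rich proteins.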

The induction of *xyr1*, which itself is also induced by sophorose (*vide supra*), was only somewhat reduced (39% after 3 h of induction respectively; *P* < 0.001).

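In the *Δkap8* strain, *xyr1* rose from 2929.3 ± 226.9 normalized counts (SD, n = 3) on glycerol to 26921.3 ± 1965.8 (SD, n = 3) on sophorose, a log2 fold change of 3.2 (standard error 0.19, adjusted p = 4.69e-08, edgeR). The rise in the complemented transformant was 3.86 on the same scale. The difference between the 2 rises was a log2 change of -0.66 (standard error 0.25, adjusted p = 0.0456, edgeR's interaction term), which makes the induction 36.8% smaller in the *Δkap8* strain. On sophorose itself, the level of *xyr1* was 51.6% lower than in the complemented transformant (log2 fold change -1.05, standard error 0.18, adjusted p = 0.000469), and each replicate of the complemented transformant lay above each of the *Δkap8* strain. On glycerol the log2 fold change between the strains was -0.38 (adjusted p = 0.0689). With the replicate block, the difference of the rises was again -0.66 but had an adjusted p of 0.0622, and the difference on sophorose was -1.03. Scaling by the total counts alone moved the difference of the rises most, to -0.35 (adjusted p = 0.232).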

**Table 2:** GH, CE and AAs of *T. reesei* that are induced by sophorose and impaired in their expression in *Δkap8*

		RPKM			
		*Δkap8*		*Δkap8*RT	
Trire2:	Annotation	soph	glyc	Soph	*Δkap8*ct/*Δkap8*^a^ (-fold)
73643	AA9 polysaccharide monooxygenase CEL61a	548.6	9.5	76 189.2	138.9
65215	CE4 imidase	200.5	20.1	3 640.5	18.2
73632	CE5 acetyl xylan esterase AXE1	7.0	1.2	2 846.3	408.8
73638	CIP1	108.6	2.4	83 482.6	768.7
57179	GH105/GH88 glycosyl hydrolase	4.2	0.0	213.7	51.2
74223	GH11 endo-ß-1,4-xylanase XYN1	9.1	0.0	314.4	34.7
112392	GH11 endo-ß-1,4-xylanase XYN5	4.2	0.0	289.8	69.4
123232	GH12 endo-ß-1,4-glucanase	1.4	0.0	180.8	129.9
65162	GH18 endo-N-acetyl-ß-D-glucosaminidase Endo T	100.3	20.1	2 195.8	21.9
5836	GH2 β-mannosidase	72.4	0.0	3 192.5	44.1
102909	GH2 ß-glycosidase	53.6	66.4	294.9	5.5
55999	GH27 α-galactosidase	399.6	15.4	2 259.5	5.7
72632	GH27 α-galactosidase AGL1	14.6	1.2	160.3	11.0
72704	GH27 α-galactosidase AGL3	192.9	17.8	4 165.6	21.6
112140	GH28 exo-polygalacturonase PGX1	7.0	0.0	706.9	101.5
122780	GH28 exo-rhamnogalacturonase RGX1	669.1	39.1	50 745.5	75.8
108671	GH3β-glucosidase/glucan1,4-β-glucosidase BGL3f	7.7	0.0	167.5	21.9
76672	GH3 β-glucosidase BGL1/CEL3a	2.8	0.0	132.6	47.6
46816	GH3 β-glucosidase CEL3d	146.9	26.1	1865.0	12.7
121127	GH3 β-xylosidase BXL1	271.5	1.2	23 568.4	86.8
110894	GH30 endo-β-1 6-galactanase	104.4	58.1	534.3	5.1
69276	GH30 endo-β-1,4-xylanase	2.1	0.0	1 762.2	843.7
111849	GH30 endo-β-1,4-xylanase XYN4	142.7	13.0	8 683.6	60.8
69944	GH31 α-xylosidase/α-glucosidase	23.7	0.0	415.1	17.5
60085	GH31 α-glucosidase	43.9	8.3	427.5	9.7
79960	GH47 α-1,2-mannosidase	271.5	3.6	5 769.6	21.2
120312	GH5 endo-β-1,4-glucanase EGL2/CEL5a	9.7	0.0	29 758.3	3053.1
49976	GH5 endo-β-1,4-glucanase EGL5/CEL45a	158.7	3.6	25 111.8	158.2
56996	GH5 β-mannanase MAN1	0.7	0.0	226.1	324.7
55319	GH54 α-L-arabinofuranosidase ABF3	118.4	4.7	10 592.8	89.5
70845	GH55 β-1,3-glucanase	237.4	60.4	2 030.4	8.6
72567	GH6 cellobiohydrolase CBH2/CEL6a	245.1	7.1	372 237.7	1518.9
76210	GH62 α-L-arabinofuranosidase ABF2	0.0	0.0	115.1	ND
72526	GH67 α-Glucuronidase GLR1	337.7	13.0	7 793.8	23.1
123989	GH7 cellobiohydrolase CBH1/CEL7a	985.1	7.1	1 255 793.1	1274.7
122081	GH7 endo-β-1,4-glucanase EGL1/CEL7b	142.7	1.2	180 819.3	1266.9
49081	GH74 xyloglucanase CEL74a	394.8	360.3	8 088.7	20.5
74198	GH92 α-1,2-mannosidase	44.6	24.9	897.0	20.1
79921	GH92 α-1,2-mannosidase	503.4	88.9	3 199.7	6.4
58802	GH95 α-L-fucosidase	37.6	8.3	494.2	13.1
5807	GH95 α-L-fucosidase	32.7	5.9	319.6	9.8
123992	Swollenin	595.3	55.7	34 626.7	58.2

a Ratio of induction by sophorose in the retransformant strain Δkap8 RT over *Δkap8*.

AA, accessory enzyme; CE, carbohydrate esterases; GH, glycosyl hydrolases; glyc, glycerol; RPKM, reads per kilobase of exon per million mapped sequence reads; soph, sophorose.

### The A. nidulans KAP8 *ortholog KapI is not involved in growth on cellulose or xylan*

Our findings that KAP8 regulates XYR1 nuclear import and consequently cellulase and hemicellulase formation in *T. reesei* prompted us to investigate whether this mechanism is also conserved in other fungi. We chose to test this in *A. nidulans* because its karyopherins have been studied in detail and mutants are available (Markina-Iñarrairaegui *et al*., 2011). In order to test whether the KAP8 ortholog KapI is involved in the function of the *A. nidulans* XYR1 ortholog XlnR, we cultivated Δ*kapI* and other *kap* mutant strains on D-glucose, D-xylose, birchwood xylan and carboxymethyl-cellulose, and monitored their growth. Induction of the enzymes required for catabolism of D-xylose, extracellular depolymerization of xylan and (in part) of cellulose has been shown to be dependent on XlnR function in *Aspergillus* spp. (Tsukagoshi *et al*., 2001; Tamayo *et al*., 2008). We thus expected that growth on these carbon sources would be reduced in the *A. nidulans* Δ*kapI* strain if KapI imported XlnR into the nucleus. As shown in Fig. 4, the *A. nidulans* Δ*kapI* strain grew equally well as the wild-type strain on D-glucose, xylan and cellulose, although a slightly reduced growth was observed on D-xylose. None of the other importin mutants showed any effect on the tested carbon sources. These data illustrate that KapI does not seem to have a major effect on XlnR nuclear import or that its function can be compensated by another karyopherin.

**Figure 4:**
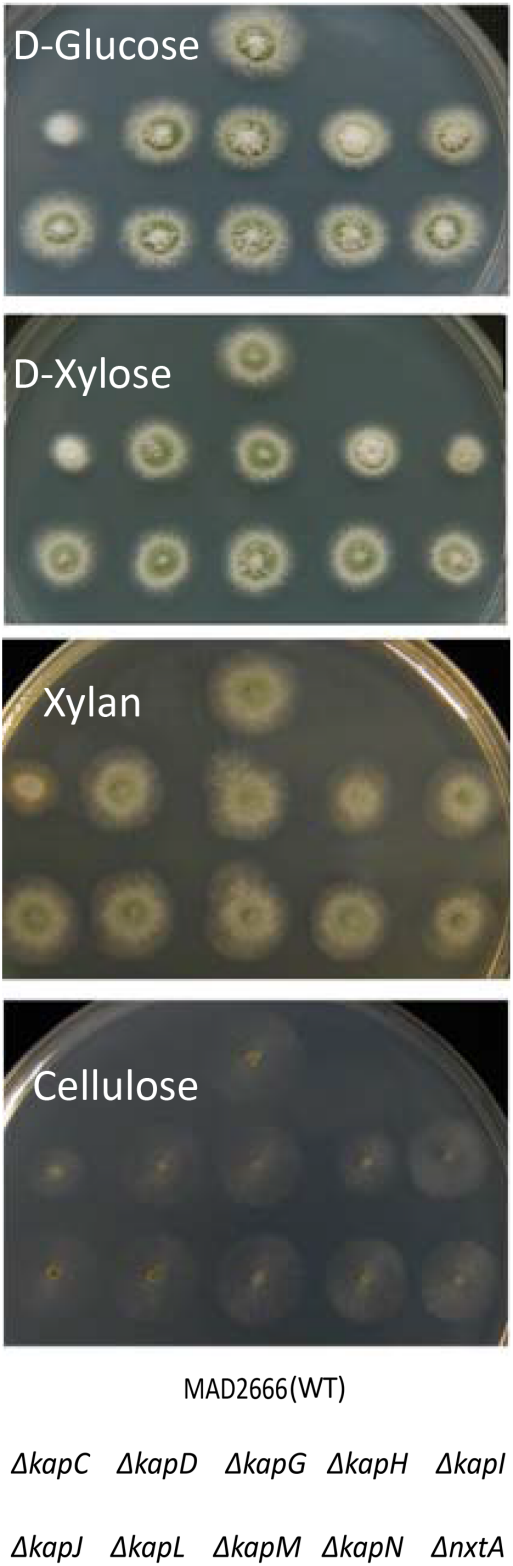
Growth of *A. nidulans* MAD2666 and mutant strains defective in selected *kap* genes (see Supporting Information Table S1) on D-glucose, the cellulose derivate CMC, xylan and D-xylose. Data from a single experiment are shown, but three replicates yielded consistent results. The order of strains and *kap* mutants for all carbon sources is shown in the sketch at the bottom of the figure.

### Trichoderma reesei *KAP8 function is required for asexual – but not sexual – development*

In *A. nidulans*, conidiation of the Δ*kapI* strain is reduced by two orders of magnitude compared with the isogenic wild-type strain (Etxebeste *et al*., 2009). In *T. reesei*, sporulation of the *Δkap8* strain was also reduced to < 10% of that of the parental strain (*n* = 4; Fig. 5A and B). In contrast to *A. nidulans*, however, we found no reduced hyphal extension rate in *T. reesei Δkap8* on D-glucose as a carbon source (0.14 vs. 0.11 cm h^−1^; SD ± 0.02 cm h^−1^). Also, no significant differences were detected with respect to hyphal branching frequency, measured as the average length of hyphae between any two branches in germlings and at the periphery of mature colonies. In addition, the *Δkap8* strain and its complemented transformant grew at a similar colony extension rate and with a similar biomass yield in liquid medium on D-glucose as carbon source (data not shown).

**Figure 5:**
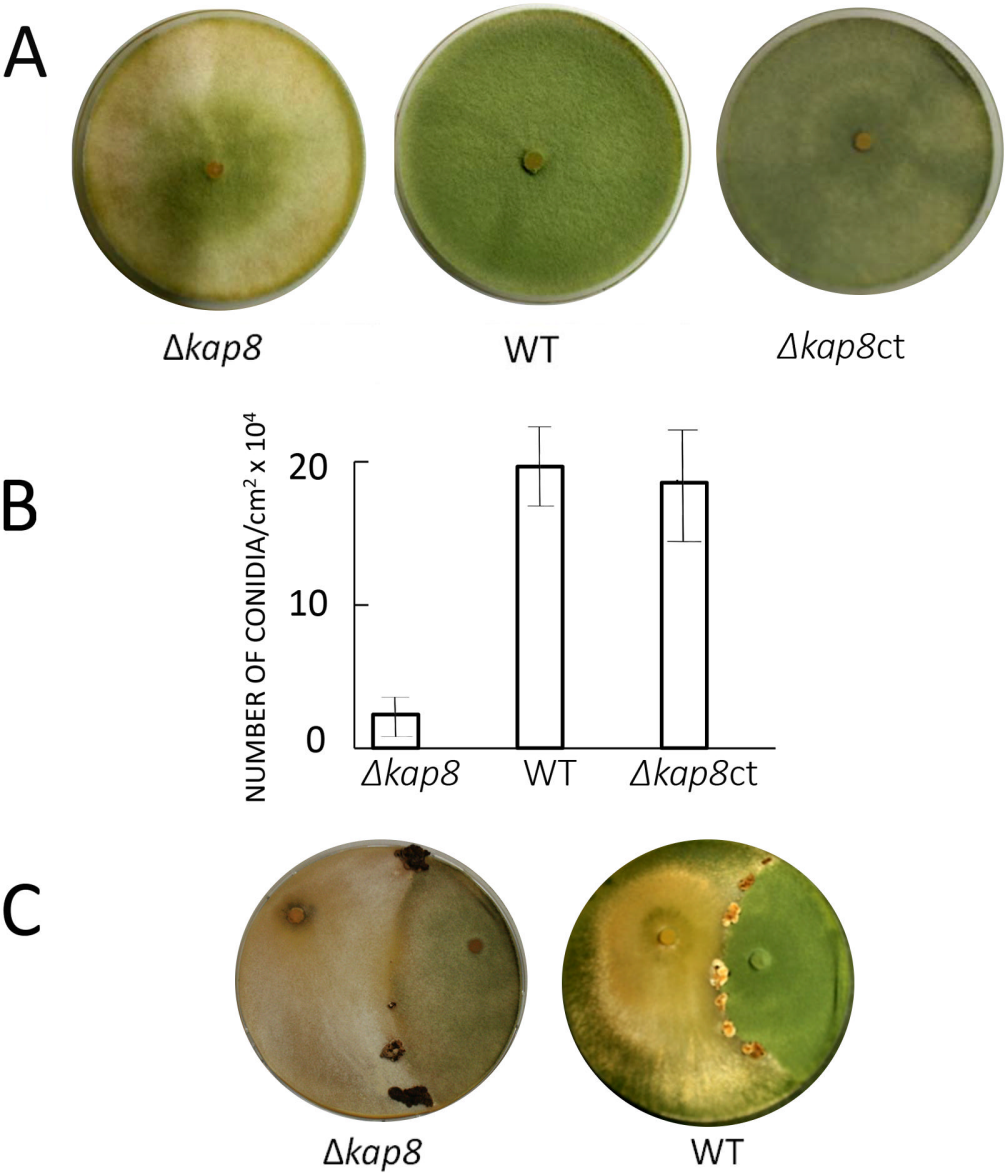
Effect of *kap8* knock out on asexual and sexual development in *T. reesei*:A. Phenotype of *Δkap8*, the parental strain and the complemented transformant (*Δkap8*ct) on PDA plates.B. Quantification of conidia harvested from these cultures. Vertical bars indicate standard deviations (*n* ≥ 3).C. fruiting body formation in confrontation with strain CBS999.79 (*MAT1-1*).

In order to test whether KAP8 would be involved in the nuclear import of a transcription factor essential for sexual recombination, we mated *T. reesei Δkap8 MAT1-2* with a corresponding *T. reesei MAT1-1* partner (see *Experimental procedures*). As shown in Fig. 5C, *T. reesei Δkap8* exhibited normal sexual development by producing fertile fruiting bodies in the same number and within the same time as the parent. We therefore conclude that KAP8 is not involved in nuclear transport of components essential for sexual development of *T. reesei*.

### Trichoderma reesei *KAP8 is involved in the general stress response*

In *S. cerevisiae*, Kap121 is essential for the nuclear import of the oxidative stress regulator Yap1 (Isoyama *et al*., 2001) and the antibiotic efflux regulator Pdr1 (Delahodde *et al*., 2001; Caudle *et al*., 2011). We have therefore investigated whether the deletion of *T. reesei kap8* might have an effect on its response to stress. To this end, we cultivated *T. reesei Δkap8* and its complemented transformant under conditions known to elicit a stress response, such as high concentrations of sorbitol and KCl (osmotic and salt stress), extreme pH, growth-inhibiting temperature (37°C), fluconazole (azole toxicity) and H_2_O_2_ (oxidative stress). The results, shown in Fig. 6, document that indeed the *Δkap8* strain exhibits significantly decreased growth under all these conditions, but the effect was most severe under osmotic stress, at low pH (pH2) and at elevated temperature (37°C). In contrast to what is observed in *A. nidulans* (Etxebeste *et al*., 2009), none of these stress conditions rescued the sporulation deficiency of the *Δkap8* strain.

**Figure 6:**
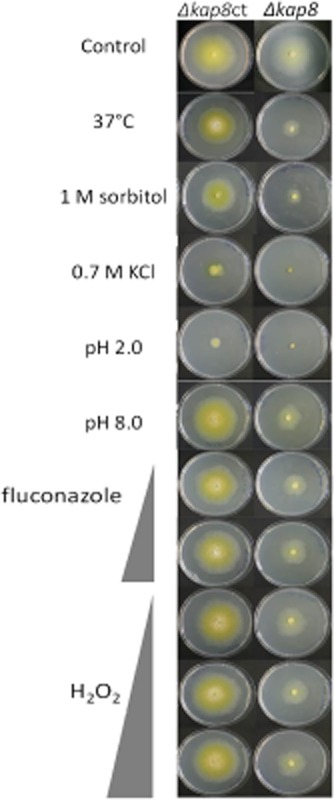
Growth of *T. reesei Δkap8* and the complemented transformant (*Δkap8*ct) on PDA in the presence of various stress-inducing agents: from top to bottom 1.5, 10 and 20 mM H_2_O_2_; from top to bottom 0.5 and 2 μg ml^−1^ fluconazole. Other concentrations/conditions are directly indicated. The plates shown are from a single experiments, but two further biological replicates yielded consistent results.

To potentially identify genes that could be causally related to this reduced stress resistance, we searched our transcriptomic data for genes whose expression was KAP8 dependent but not linked to cellulose induction. Thus, we looked for genes whose expression on glycerol was either similar or even higher as that on sophorose but strongly reduced (> 5-fold, *P* < 0.05) under both conditions in the *Δkap8* strain. 

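The limits applied to the counts were a level below 1 in 5 of the complemented transformant in the *Δkap8* strain on both carbon sources, each with an adjusted p below 0.05 (edgeR), a ratio of sophorose to glycerol below 2 in the complemented transformant, and a mean of at least 100 normalized counts on glycerol. Under these, 86 genes were found, of which 73 are in Table S6. Of the genes of Table S6, 77 were more than 5-fold lower in the *Δkap8* strain on both carbon sources, 78 on glycerol only, 1 on sophorose only and 7 on neither. On sophorose, 141 of them were lower with an adjusted p below 0.05. The replicate block gave 85 genes. With the 5-fold limit kept for glycerol only and an adjusted p below 0.05 asked for on sophorose, 256 genes met the limits, the largest change by any alternative.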

One hundred sixty-three genes fulfilled this criterion (Supporting Information Table S6). 

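By the names in Table S6, 18 of the 86 genes encode unknown proteins and 4 unique proteins. Small secreted cysteine-rich proteins account for 6 genes, solute transport for 4 and enzymes that react with oxygen for 4, while CAZymes, proteases and transcription factors are named for 2 each. Among all the genes of Table S6, unknown proteins are named for 49 and solute transport for 12. The groups were formed by rules on these names that were written after the files had arrived.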

Some of the major gene groups in this sample were the same as during induction with sophorose (i.e. genes encoding metabolic enzymes, MFS permeases and unknown proteins; Fig. 7). Among the other genes, however, a few examples are noteworthy, e.g. the two-component histidine kinase Trire2:70943; the aquaglyceroporin Trir2:81082; three PTH11-type G-protein coupled receptors Trire2: 82041, 69904 and 122795; the translation initiation regulator GCN20 (Trire2: 22839); several putative cell wall proteins (Trire2: 123659,123475; the *Trichoderma* cell wall protein QI74 Trire2:74282 (Rey *et al*., 1998); and five Zn(2)Cys(6) transcriptional activators of which the expression of two (Trire2: 112036, 112560) was absolutely dependent on KAP8 function.

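The histidine kinase gene Trire2:70943 (SLN1) had 2214.1 ± 104.3 normalized counts (SD, n = 3) in the complemented transformant on glycerol and 1987.3 ± 608.8 (SD, n = 3) on sophorose. The *Δkap8* strain had 1.1 ± 1.0 (SD, n = 3) on glycerol and no count in any replicate on sophorose. For the aquaglyceroporin gene Trire2:81082, 646.2 ± 61.7 normalized counts (SD, n = 3) of the complemented transformant on glycerol stood against 1.1 ± 1.0 (SD, n = 3) of the *Δkap8* strain, and 655.7 ± 122.6 against 19.7 ± 3.9 (SD, n = 3 each) on sophorose. GCN20 (Trire2:22839) had 3311.1 ± 271.5 on glycerol against 0.7 ± 0.6 in the *Δkap8* strain (SD, n = 3 each), and 3068.7 ± 864.9 (SD, n = 3) on sophorose against no count. The PTH11-type receptor genes differed by log2 fold changes of -5.71 (Trire2:82041; adjusted p = 5.59e-08, edgeR), -2.56 (Trire2:69904; adjusted p = 7.44e-05) and -4.21 (Trire2:122795; adjusted p = 3.28e-09) on glycerol. On sophorose their log2 fold changes were -2.62 (adjusted p = 8.03e-05), -4.04 (adjusted p = 1.03e-05) and -0.48 (adjusted p = 0.0267), so that Trire2:122795 was 1.4 times higher in the complemented transformant there. Of the cell wall genes, Trire2:123659 was 829.7 times higher in the complemented transformant on glycerol and 175.0 times on sophorose, QI74 (Trire2:74282) 2276.1 and 1262.1 times, and Trire2:123475 9.5 and 3.7 times. All of these differences had adjusted p-values below 0.05 in edgeR's test in the main fit. That of Trire2:122795 on sophorose did not keep this with only the groups compared in the fit (adjusted p = 0.0818). It was also lost in some of the fits that each left out a sample (adjusted p up to 0.114). The Zn(2)Cys(6) gene Trire2:112036 had 309.4 ± 36.2 normalized counts on glycerol and 366.8 ± 57.7 on sophorose in the complemented transformant (SD, n = 3 each), and Trire2:112560 had 291.5 ± 38.1 and 230.1 ± 44.9 (SD, n = 3 each). Neither had a count in any of the 6 samples of the *Δkap8* strain, where 3 counts correspond to 0.071 to 0.101 CPM. Among the fits that each left out a sample, the log2 fold change of Trire2:123475 on sophorose was the one that moved furthest towards 0, from -1.88 to -1.24, without replicate 3 of the complemented transformant on sophorose. The paper describes the expression of these Zn(2)Cys(6) genes as absolutely dependent on KAP8. Together with SLN1, GCN20 and QI74, they belong to 14 genes at or below 0.1% of the complemented transformant on both carbon sources. This set also holds *ku70*. For these genes, an effect of KAP8 cannot be told apart from another difference between the strains.

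**Figure D2:**
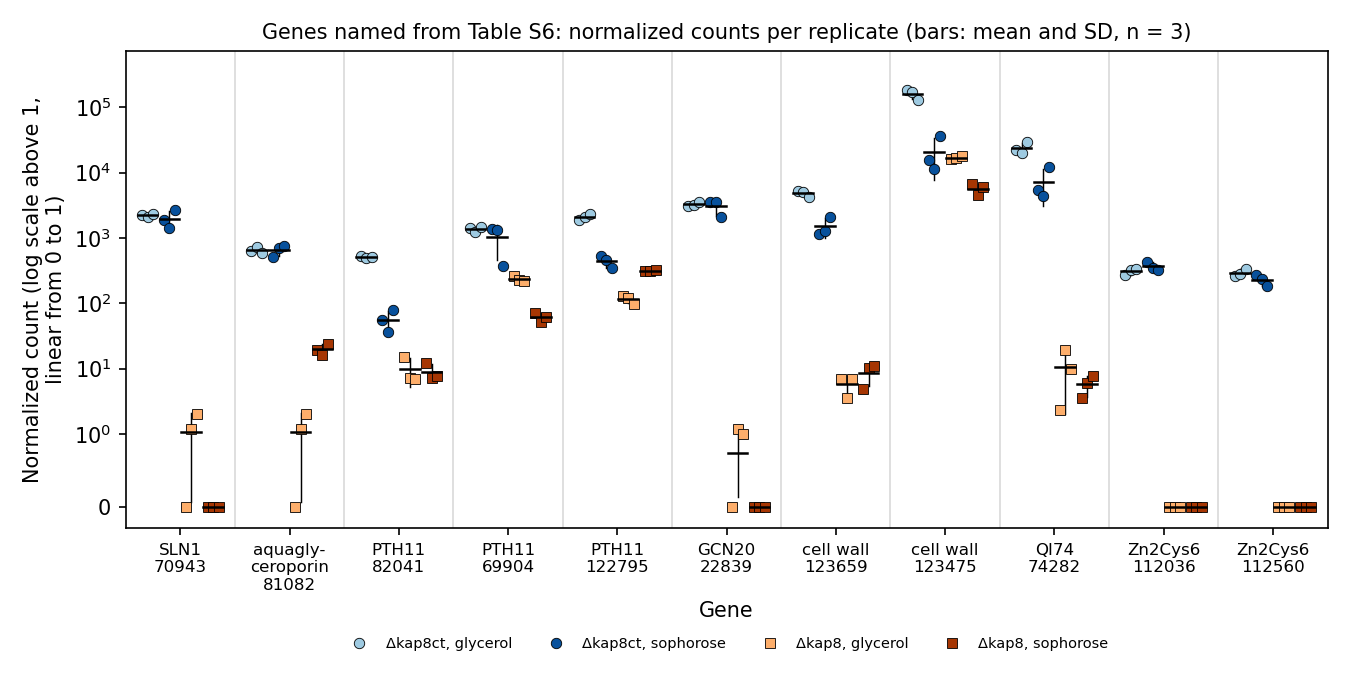
Normalized counts (TMM; log axis above 1, linear from 0 to 1) of 11 genes in the 3 replicates of each strain on glycerol and on sophorose; horizontal bars are means and vertical lines SD (n = 3). The 2 Zn(2)Cys(6) genes sit at 0 in all 6 samples of the *Δkap8* strain, while Trire2:122795 on sophorose has means of 441.7 in the complemented transformant and 317.2 in the *Δkap8* strain.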

**Figure 7:**
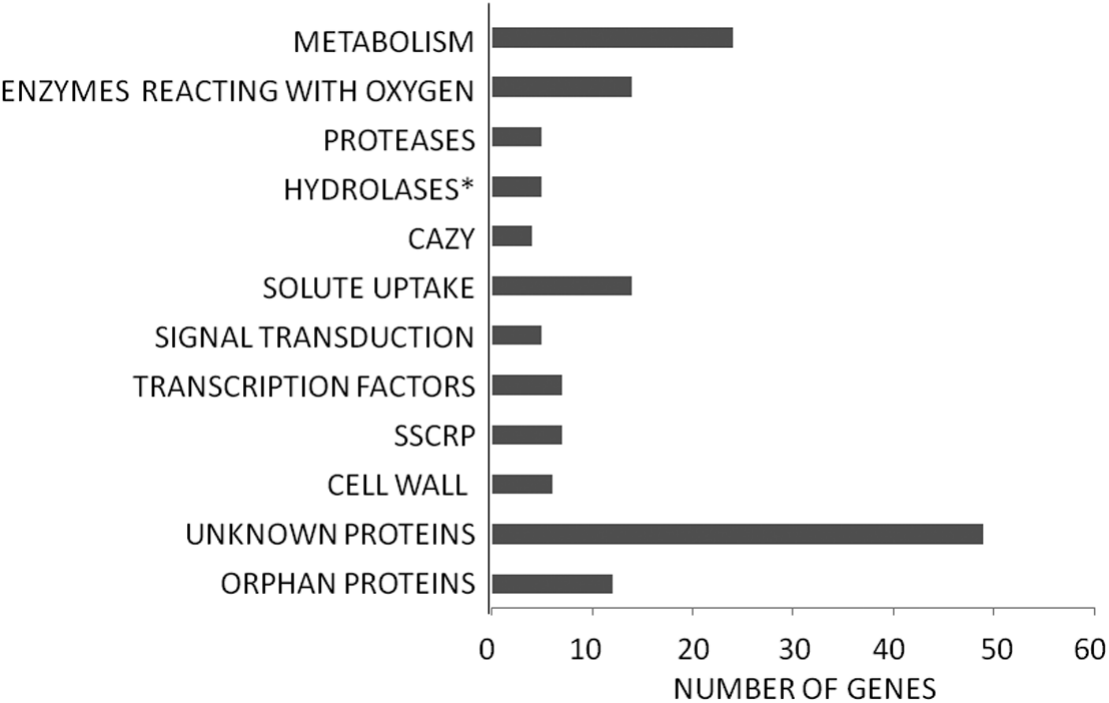
Inventory of gene groups that were not induced by sophorose but significantly down-regulated (at least > 5-fold; *P* < 0.05) in the *Δkap8* strain compared with the retransformant. The gene groups encounter 152 from 163 down-regulated genes (for full description, see Supporting Information Table S6). Specification of gene groups is as described in the legend to Fig. 3. New groups include HYDROLASES, extracellular lipases, esterases and amidases; SIGNAL TRANSDUCTION, involved in signal transduction pathways; and CELL WALL, proteins being components of the fungal cell wall, glycosyltransferases involved in their biosynthesis.

## Discussion

In this paper, we provide evidence that the *T. reesei* ß-importin KAP8, an ortholog of *S. cerevisiae* Pse1/Kap121 and *A. nidulans* KapI, is essential for the nuclear import of the transcriptional regulator for cellulase and hemicellulase gene expression XYR1. Pse1 was first reported in yeast as an auxiliary import receptor of ribosomal protein L25, since the defective import of L25 observed in the *kap123*Δ strain was reversed by the overexpression of Pse1 (Schlenstedt *et al*., 1997), and subsequently shown to be an essential protein that regulates multiple cellular transcription factors such as Pho4 (responding to phosphate stress; Kaffman *et al*., 1998), Yap1 (oxidative stress response; Isoyama *et al*., 2001), Pdr1 (membrane biogenesis; Delahodde *et al*., 2001), the iron regulator Aft1 (Ueta *et al*., 2003), Ste12 (mating response; Leslie *et al*., 2002) and a regulatory protein for sporulation (Chaves and Blobel, 2001). In filamentous fungi, the function of the *A. nidulans* KapI appears to be nonessential (Etxebeste *et al*., 2009), and here, we could confirm this also for *T. reesei* ortholog KAP8. Although its role in the control of cellular processes such as conidiation and hyphal branching has been demonstrated in *A. nidulans*, the transcriptional activators whose transport would be performed by KapI, and consequently impact the above processes, have not yet been identified (Etxebeste *et al*., 2009). Interestingly, cellulase gene transcription occurs in *T. reesei* during conidiation in the absence of an inducer, which would link XYR1 to sporulation. However, XYR1 has been shown to play no regulatory role in asexual sporulation (Metz *et al*., 2011).

Transcriptomic analysis showed that a loss of function of KAP8 led to impairment of the induction of all cellulase and xylanase genes of *T. reesei*. 

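The impairment can be read from the difference between the sophorose responses of the 2 strains, tested by the interaction term of edgeR's model. For *cel7A*, the response was a log2 fold change of 13.71 (standard error 1.73, adjusted p = 4.21e-05) in the complemented transformant and 3.26 (standard error 1.15, adjusted p = 0.0257) in the *Δkap8* strain. Their difference was -10.44 (standard error 1.78, adjusted p = 0.000618). The difference was -10.75 (standard error 1.82, adjusted p = 0.000581) for *cel6A*, -12.98 (standard error 2.46, adjusted p = 0.00123) for *cel7B* and -9.24 (standard error 1.73, adjusted p = 0.00114) for *cel61A*. For the xylanolytic genes it was -4.49 (standard error 1.2, adjusted p = 0.00946) for *xyn4* (Trire2:111849) and -4.44 (standard error 1.3, adjusted p = 0.0155) for *bxl1*. It was not past the threshold for *cel5A* (adjusted p = 0.0826) and *cel45A* (Trire2:49976; adjusted p = 0.0725), nor for *xyn1* (Trire2:74223; adjusted p = 0.733), which has 0.0 normalized counts in the *Δkap8* strain on glycerol. Among the Table 2 genes, 13 had a smaller response in the *Δkap8* strain with an adjusted p below 0.05 and none a larger one, and 29 still rose on sophorose in the *Δkap8* strain. With the replicate block, the difference was -10.37 for *cel7A* and -15.93 for *cel5A*, the latter then past the threshold (adjusted p = 0.0494, edgeR). That of *cel5A* was also past it with DESeq2's test (adjusted p = 1.67e-07) and without replicate 3 of the complemented transformant on sophorose (adjusted p = 6.9e-06, edgeR). Left-out samples moved that of *cel7A* between -11.11 and -9.82. Its rise within the *Δkap8* strain lay between 2.59 and 3.89 in these fits, and was not past the threshold in some of them (adjusted p up to 0.0855, edgeR). The glycerol replicates of the *Δkap8* strain had 7.0, 254.5 and 182.6 normalized counts of *cel7A*. The size of this rise, and of the difference between the strains, therefore rests on an uneven starting level. The paper concludes from its transcriptomic data that the induction of all cellulase and xylanase genes was impaired without KAP8.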

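Table 2 holds 9 genes of α-galactosidases, mannosidases and fucosidases. The α-galactosidase genes are Trire2:55999, 72632 and 72704, the mannosidase genes Trire2:79960, 79921, 74198 and 5836, and the fucosidase genes Trire2:58802 and 5807. Table 2 names Trire2:5836 as a β-mannosidase, while the paper's statement concerns α-D-mannosidases, and this gene is included in the 9. On sophorose, all 9 were lower in the *Δkap8* strain with an adjusted p below 0.05 (edgeR), with the complemented transformant 4.8 to 28.3 times higher. The α-galactosidase gene *agl3* (Trire2:72704) had 3015.6 ± 1962.2 normalized counts in the complemented transformant on sophorose and 212.7 ± 37.4 in the *Δkap8* strain (SD, n = 3 each). For the fucosidase gene Trire2:58802, these were 366.6 ± 194.5 and 38.9 ± 6.1 (SD, n = 3 each), and for the mannosidase gene Trire2:79960 they were 4732.9 ± 1528.9 and 307.4 ± 89.7 (SD, n = 3 each). In the *Δkap8* strain, 8 of the 9 genes rose on sophorose with an adjusted p below 0.05. The difference between the responses of the strains lay between log2 changes of -1.81 and 0.45 and had an adjusted p below 0.05 for 0 of the 9 genes.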

This impairment has also been shown for several other genes for which the regulation by XYR1 has not yet been demonstrated, most notably including α-D-galactosidases, α-D-mannosidases and α-D-fucosidases. Their XYR1-dependent induction by the cellulase inducer sophorose implies that these enzymes belong to the standard repertoire of *T. reesei* when faced with a lignocellulosic substrate, and support previous interpretations (Ivanova *et al*., 2013) that *T. reesei* is also strongly active on hemicellulose side chains. Häkkinen *et al*. (2012) have recently described the sophorose-inducible CAZome of *T. reesei* and listed 56 genes. Although we detected almost the same number (55), only 30 and 31 genes, respectively, were identical between the two studies (Supporting Information Table S7). We assume that our more stringent criteria for induction and the early time point (3 h) may be responsible for this difference, as well as the fact that RNAseq was used in the present work whereas (Häkkinen *et al*., 2012) used microarrays.

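The induced transcription factor genes that are lowered in Table S5 are the BZIP gene Trire2:109538, the C2H2 gene Trire2:108357 and the Zn(2)Cys(6) genes Trire2:121415 and 105269. Sophorose raised them in the complemented transformant by log2 fold changes of 3.24 (standard error 0.4, adjusted p = 3.92e-05, edgeR), 3.38 (standard error 0.21, adjusted p = 1.64e-07), 6.81 (standard error 0.67, adjusted p = 6.62e-06) and 2.49 (standard error 0.33, adjusted p = 6.47e-05). On sophorose, they differed between the strains by -4.98 (standard error 0.46, adjusted p = 4.58e-06), -3.11 (standard error 0.21, adjusted p = 3.75e-07), -7.23 (standard error 0.68, adjusted p = 5.87e-06) and -2.0 (standard error 0.32, adjusted p = 0.000333). Trire2:105269 was 4.0 times higher in the complemented transformant, less than the limit of 5, and the re-computed list of lowered transcription factor genes therefore holds 3. Within the *Δkap8* strain, sophorose raised Trire2:109538 9.1-fold, Trire2:108357 7.0-fold and Trire2:105269 15.2-fold, and Trire2:121415 2.9-fold (adjusted p = 0.116 for the last). The replicate block changed the difference of Trire2:105269 to -1.93. Without replicate 3 of the *Δkap8* strain on sophorose, the difference of Trire2:121415 moved most, to -7.87.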

We also identified four transcription factors that were induced by sophorose and dependent on the function of KAP8. Interestingly, none of them has been found in a screening of *T. reesei* transcription factors that correlate with cellulose formation (Häkkinen *et al*., 2014). Their relationship to cellulase and hemicellulase gene expression, if any, needs to be assessed, but this was beyond the scope of the present paper. The already known regulators of cellulose and hemicellulase gene expression in *T. reesei* (i.e. XYR1, ACE3, and CLR2) were all significantly induced by sophorose, and their expression was reduced in the *Δkap8* strain. 

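On sophorose, *ace3* had 11258.9 ± 1180.8 normalized counts (SD, n = 3) in the *Δkap8* strain, 39.0% less than in the complemented transformant (log2 fold change -0.71, standard error 0.2, adjusted p = 0.0127, edgeR). With 459.9 ± 73.0 (SD, n = 3), *clr2* was 47.0% lower (log2 fold change -0.92, standard error 0.33, adjusted p = 0.0387). Replicate 3 of the complemented transformant lay among the replicates of the *Δkap8* strain for *ace3*, with 11628 normalized counts, and below all of them for *clr2*, with 397.7. *xyr1* was 51.6% lower. On glycerol, the *Δkap8* strain was 33.4% lower for *ace3* (adjusted p = 0.0235) and 57.9% lower for *clr2* (adjusted p = 0.119). Within the *Δkap8* strain, the induction of *ace3* was a log2 fold change of 2.85 (standard error 0.22, adjusted p = 3.23e-07) and that of *clr2* 6.55 (standard error 0.51, adjusted p = 3.65e-07). The difference between the responses of the strains was -0.13 (standard error 0.29, adjusted p = 0.75) for *ace3* and 0.33 (standard error 0.73, adjusted p = 0.738) for *clr2*, so that a change in their induction was not detectable. With the replicate block, the strain difference on sophorose was -0.69 for *ace3* (adjusted p = 0.0266) and -0.87 for *clr2* (adjusted p = 0.0826). For *ace3*, it was not past the threshold with only the groups compared (-0.7, adjusted p = 0.0656) or without replicate 2 of the *Δkap8* strain on sophorose (-0.63, adjusted p = 0.0545). For *clr2*, the adjusted p reached 0.174 without replicate 1 of the complemented transformant on sophorose (-0.6). Without replicate 3 of the complemented transformant on sophorose, the differences of *ace3* and *clr2* moved most, to -0.96 and -1.26.

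**Figure D3:**
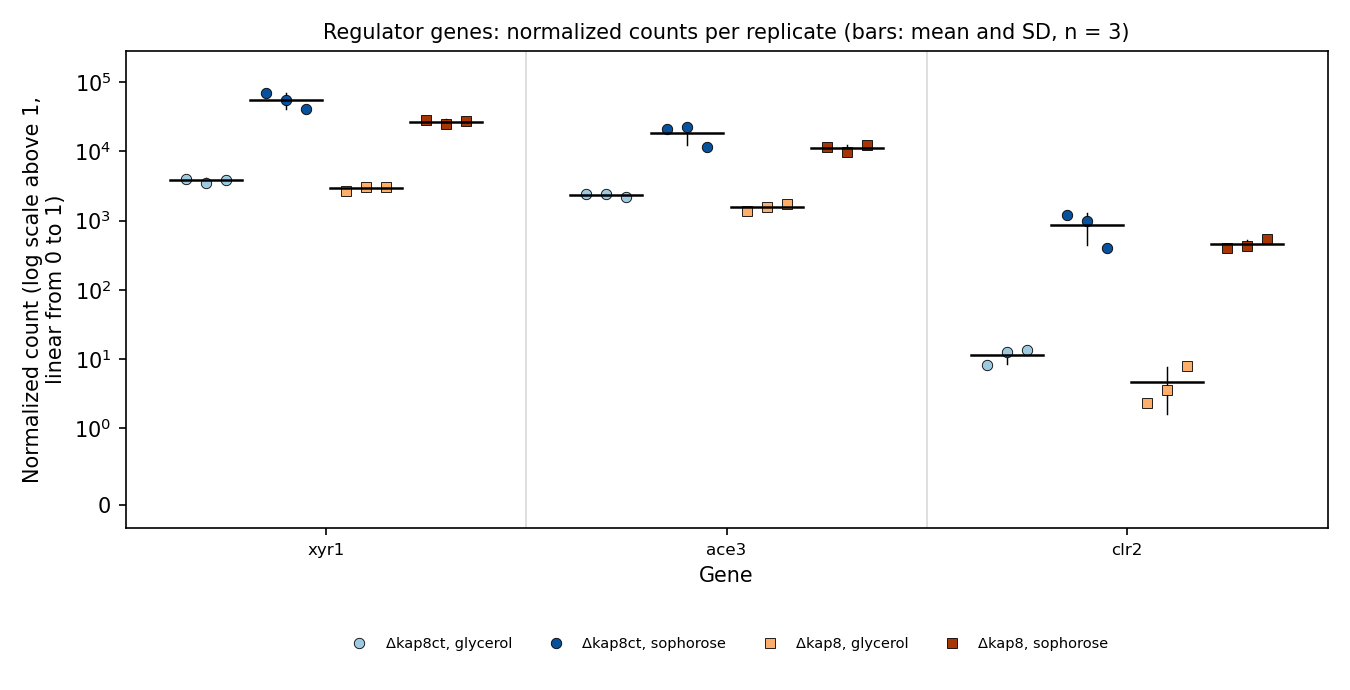
Normalized counts (TMM; log axis above 1, linear from 0 to 1) of the regulator genes *xyr1*, *ace3* and *clr2* in the 3 replicates of each strain on glycerol and on sophorose; horizontal bars are means and vertical lines SD (n = 3). All 3 genes rise on sophorose in both strains, *xyr1* to means of 55568.9 in the complemented transformant and 26921.3 in the *Δkap8* strain.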

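On sophorose, the mean of the complemented transformant was 2.1 times that of the *Δkap8* strain for *xyr1*, 1.6 times for *ace3* and 1.9 times for *clr2*. None of the 3 reached the 5-fold limit.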

However, all of them exhibited a significant residual level of expression. Therefore, they all failed to pass our criteria for regulation by KAP8.

It is intriguing to note in this context that KAP8 and also the nuclear transport factor 2 (Trire2:22294; an essential component for the small GTPase Ran which assists in the nuclear export of ß-importins) and ataxin-7 (Trire2:112346; which ‘gates’ proteins to the nucleopore complex) have been shown to have become mutated during generation of the *T. reesei* cellulase hyperproducer mutant RUT C30 from its parent NG14 (Le Crom *et al*., 2009). However, despite of the importance of *kap8* for cellulase and hemicellulase formation as we have shown here, the mutation found in RUT C30 unlikely contributes to the increased cellulase production in this strain because other mutations were meanwhile found that make up for most of the differences in productivity between RUT C30 and its parent strain (C. Ivanova and B. Seiboth, unpubl. data).

Having identified KAP8 as the importin that is responsible for nuclear import of XYR1 and consequently cellulase and hemicellulase gene expression in *T. reesei*, we decided to look for similar functional conservation in other fungi. We chose *A. nidulans* for this purpose because knockout strains in all importins are available for this species and because the role of XlnR in growth on xylan and xylanase gene expression has been documented (Tamayo *et al*., 2008). However, we found that the *A. nidulans kapI* knockout strain grew as well on xylan as its parent thus arguing against a role of KapI in XlnR function. There was also no difference between *ΔkapI* and its parent with respect to growth on cellulose, but we must note that a role of XlnR in regulation of cellulase gene expression in *Aspergilli* is not clear (De Souza *et al*., 2013). As noted above, regulation of cellulose gene expression in *A. nidulans* and *N. crassa* is mainly performed by CLR-2/ClrB (Coradetti *et al*., 2012), and thus, the role of XYR1 in cellulase gene transcription in *T. reesei* is so far unique among fungi. The ability of ΔkapI mutants to grow well on cellulose indicates that KapI is either not or not exclusively involved in nuclear transport of ClrB in *A. nidulans*, and this fits also to our discussion of its *T. reesei* ortholog CLR2.

This defect in conidiation of the *A. nidulans ΔkapI* strain is suppressed under abiotic stress, whereas this was not the case in *T. reesei*. In accordance with *S. cerevisiae* (Kaffman *et al*., 1998; Isoyama *et al*., 2001), *T. reesei* KAP8 is necessary for a full stress response, and the *Δkap8* strain is particularly sensitive against low pH and osmotic stress. 

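SLN1 had a log2 fold change between the strains of -10.81 (standard error 0.42, adjusted p = 1.28e-08, edgeR) on glycerol and -13.98 (adjusted p = 3.19e-08, edgeR) on sophorose. The *Δkap8* strain had no count on sophorose, so that the size of the second value is limited by the depth and its standard error has no meaning. The 6 samples of the *Δkap8* strain held 3 counts of SLN1 in all, and each sample of the complemented transformant between 1552 and 2719. SLN1 is among 14 genes at or below 0.1% of the complemented transformant on both carbon sources, as is *ku70*. Its loss therefore cannot be told apart from a difference between the strains other than *kap8*. The aquaglyceroporin gene differed by -9.03 (standard error 0.37, adjusted p = 2.48e-09) on glycerol and -5.04 (standard error 0.25, adjusted p = 3.72e-08) on sophorose. Sophorose raised it in the *Δkap8* strain by a log2 fold change of 4.01 (standard error 0.48, adjusted p = 1.52e-05) while no change was detected in the complemented transformant (0.02, standard error 0.2, adjusted p = 0.937). The difference of these responses was 3.99 (standard error 0.54, adjusted p = 0.000111, edgeR's interaction term). With the replicate block, the log2 fold changes on glycerol were -10.85 for SLN1 and -9.05 for the aquaglyceroporin gene. The sample whose omission moved them most was replicate 3 of the *Δkap8* strain on glycerol, with -11.59 and -9.82. The paper reasons from their strong reduction that both genes could be involved in osmotic stress.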

Our transcriptomic data revealed two genes that were strongly down-regulated in the *Δkap8* strain and that could therefore be involved in *T. reesei* osmotic stress, i.e. the class VI histidine kinase SLN1 (Trir2:70943) and an aquaglyceroporin (Trir2:81082). In *S. cerevisiae*, Sln1 is involved in the high-osmolarity stress response by transmitting the osmolarity signal through the Sln1-Ypd1-Ssk1 two-component system and the Ssk2/Ssk22-Pbs2-Hog1 MAP kinase cascade (Hohmann, 2002). Whether Sln1-orthologs would function in the same way in Pezizomycota is unclear; however, in *Aspergillus spp.*, targeted deletion of the *Sln1* ortholog produced no stress-impaired phenotype (Du *et al*., 2006; Furukawa *et al*., 2008), whereas in the pyrenomycete *Magnaporthe oryzae*, which is evolutionary closer to *Trichoderma* (Wang *et al*., 2009), deletion of the Sln1 ortholog MoSLN1 significantly affected fungal growth and morphology on different media, and resulted in impaired resistance to oxidative and osmotic stress (Zhang *et al*., 2010). With regard to the aquaglyceroporin (Trir2:81082), *S. cerevisiae* maintains the osmotic equilibrium und osmotic stress by producing and retaining high concentrations of glycerol as a compatible solute, whose intracellular concentration is to a large extent determined by the regulated activity of aquaglyceroporins. A similar mechanism may occur in *T. reesei*, yet it still requires testing.

We have identified a major player in the import of XYR1 and cellulose and hemicellulose gene expression. However, we have also shown that the expression of XYR1 – despite being triggered by cellulase inducers – is only partially impaired by loss of function of *kap8*. This implies that *xyr1* induction is only partially due to XYR1-dependent autoregulation (Lichius *et al*., 2014) and thus requires other as yet unknown transcription factors whose nuclear recruitment is KAP8 independent. 

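The values behind this step are a 9.2-fold rise of *xyr1* on sophorose in the *Δkap8* strain and a 14.5-fold rise in the complemented transformant, both from the means of 3 replicates. The log2 fold change in the *Δkap8* strain was 3.2 (standard error 0.19, adjusted p = 4.69e-08, edgeR), and it stayed between 3.14 and 3.26 across the fits that each left out one sample. It moved most with scaling by the total counts alone, to 3.59. As the rise persists without KAP8, the paper concludes that the induction of *xyr1* rests only in part on XYR1 itself and needs other factors.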

Identification of this factor may also open new avenues for improvement of cellulose production in *T. reesei*.

## Experimental procedures

### Strains and culture conditions

The *Trichoderma reesei* strain QM9414 (ATCC 26921) and recombinant mutants derived from it were used throughout this work. Strain propagation, transformant selection and purification were performed on potato dextrose agar (PDA). For experimentation, strains were grown in Mandels-Andreotti medium (Mandels and Andreotti, 1978) using glucose, lactose or cellulose [in the form of carboxymethylcellulose (CMC)] as sole carbon sources at final concentrations of up to 1% (w/v) as indicated. Induction by sophorose was performed by replacing fungal biomass from 24 h 1% (w/v) glycerol precultures into fresh medium containing 1.4 mM sophorose as only carbon source as described by Sternberg and Mandels (1979). All strains are maintained as 50% (v/v) glycerol stocks at −80°C at TUCIM (http://www.vt.tuwien.ac.at/tucim/). Table 3 lists all *T. reesei* strains used and produced in this study.

**Table 3:** *Trichoderma reesei* strains and genotypes used in this work

Strain	Genotype	Reference
*T. reesei* QM9414	*mat1-2*	Mandels and Andreotti (1978)
*T. reesei* CBS 999.79	*mat1-1*	Seidl *et al*. (2009)
*T. reesei Δtku70*	*Δtku70 pyr4- mat 1-2.*	Guangtao *et al*. (2009)
*T. reesei gfp-xyr1*	*Δtku70 pyr4- gfp-xyr1::nat1 mat 1-2.*	Lichius *et al*. (2014)
*T. reesei Δxyr1*	*Δxyr1 amdS- mat 1-2.*	Stricker *et al*. (2006)
*T. reesei Δkap8*	*Δtku70 Δkap8::pyr4 pyr4- mat 1-2.*	This study
*T. reesei Δkap8ct*	*Δtku70 Δkap8::pyr4 pyr4- kap8::nat1 mat 1-2.*	This study
*T. reesei Δkap8 gfp-xyr1*	*Δtku70 Δkap8::pyr4 pyr4- gfp-xyr1::hph mat 1-2.*	This study
*T. reesei Δkap8 ct gfp-xyr1*	*Δtku70 Δkap8::pyr4 pyr4- kap8::nat1 gfp-xyr1::hph mat 1-2.*	This study
*T. reesei Δkap1*	*Δtku70 Δkap1::pyr4 pyr4- mat 1-2 + Δtku70 pyr4- mat 1-2*	This study
*T. reesei Δkap2*	*Δtku70 Δkap2::pyr4 pyr4- mat 1-2 + Δtku70 pyr4- mat 1-2*	This study
*T. reesei Δkap4*	*Δtku70 Δkap4::pyr4 pyr4- mat 1-2.*	This study
*T. reesei Δkap5*	*Δtku70 Δkap5::pyr4 pyr4- mat 1-2 + Δtku70 pyr4- mat 1-2*	This study
*T. reesei Δkap6*	*Δtku70 Δkap6::pyr4 pyr4- mat 1-2.*	This study
*T. reesei Δkap7*	*Δtku70 Δkap7::pyr4 pyr4- mat 1-2.*	This study
*T. reesei Δkap9*	*Δtku70 Δkap9::pyr4 pyr4- mat 1-2.*	This study
*T. reesei Δkap10*	*Δtku70 Δkap10::pyr4 pyr4- mat 1-2.*	This study

The *A. nidulans* strains used in this study are given in Supporting Information Table 3. The *pyrG89* mutant strain TN02A3 served as parental strain for the importin knockout mutants. A *pyrG* complemented transformant of TN02A3 (MAD2666) served as a comparison for the growth experiments. All *A. nidulans* mutants were produced in the lab of Eduardo Espeso, CIB, Madrid, Spain (Markina-Iñarrairaegui *et al*., 2011), and propagated on complete medium plates at 37°C. The wild-type and the mutant strains were transferred to minimal medium plates containing either 1% glucose or 1% CMC as carbon source. Biotin, ammonium tartrate and pyridoxine were added to the medium.

*Escherichia coli* strains JM109 (Promega, Madison, Wisconsin) or Stellar® (#636763, Takara Bio Europe/Clontech, Saint-Germain-en-Laye, France) were used for plasmid construction and amplification using standard molecular cloning techniques (Sambrook and Russell, 2001).

### Nucleic acid isolation and hybridization

Fungal biomass was harvested by vacuum filtration, washed with precooled, distilled and sterile water, and shock frozen and ground in liquid nitrogen. For extraction of genomic DNA, plasmid DNA and RNA, purification kits (Wizard Genomic DNA Purification Kit, PureYield Plasmid Midiprep System and RNeasy plant kit, respectively, all from Promega) were used according to the manufacturer's specifications. Standard methods were used for electrophoresis, blotting and hybridization of nucleic acids (Sambrook and Russell, 2001).

### *Construction of* T. reesei *recombinant strains*

To study the function of importins, we constructed *T. reesei* strains with individual deletions in all encoded importin genes. *T. reesei* strain *Δtku70* (Guangtao *et al*., 2009) was used as a recipient for all targeted gene deletions. Specifically, the coding region of the individual importin genes was replaced by the *T. reesei pyr4* (orotidine-5′-phosphate decarboxylase-encoding) gene (Gruber *et al*., 1990), flanked by 5′ and 3′ noncoding sequences of the respective importins. To this end, 1.2 kb of the up and downstream noncoding regions of the respective importins were amplified from genomic DNA of *T. reesei Δtku70* with the primer pair series 5f+5r and 3f+3r. The 5′ and 3′ ends of 5r and 3r bear sequences homologous to the *pyr4* gene, whereas the primer series 5f and 3r have 5′ and 3′ ends complementary to the pRS426 yeast vector. The nucleotide sequences of all primer pairs used are given in Supporting Information Table S2. The thus resulting PCR fragments of 5′ and 3′ pRS426 and the 2.7 kb fragment of the *pyr4* gene were subsequently recombined into the *Xho*I/*Eco*RI linearized vector backbone of pRS426 using the endogenous yeast homologous recombination system, and the resulting gene replacement cassette was electro-transformed into *T. reesei* (Schuster *et al*., 2012).

Verification of the putative deletion mutants was performed by PCR: integration of the deletion construct into genomic DNA was shown using the primers 5p200 (which binds in 5′-noncoding region of the respective importin that is not present in the deletion vector) and pyr4R (which binds inside the selection marker *pyr4*). In addition, the absence of the native importin gene was shown by PCR with primers 5p200 (*vide supra*) or GeneX-ORF-F (which binds in the 5′-quarter of the importin coding region) and x-1000-R (which binds in the 3′-quarter of the importin coding region).

To verify that the effects observed with the *Δkap8* strain were indeed specific for this gene, we also investigated them in a *Δkap8* strain that had been transformed with the native *kap8* gene by employing nourseothricin as second selection marker (Kück and Hoff, 2006; Lichius, 2010). Strains in which *kap8* had been again reintegrated ectopically (termed *Δkapct for complemented transformant* throughout) were identified by PCR for the presence of *kap8* as just described. To express an N-terminal GFP-fusion protein of XYR1 in *T. reesei Δkap8* and its Δ*kap8ct*, respective strains were transformed with a *gfp-xyr1* gene replacement cassette conferring resistance against hygromycin (Lichius *et al*., 2014), and positively genotyped by PCR accordingly.

### RNA-seq library preparation and analysis

Library preparation and Illumina sequencing were performed at the École Normale Supérieure Genomic Platform (Paris, France). Messenger (polyA+) RNAs were purified from 800 ng of total RNA using oligo(dT). Libraries were prepared using the stranded RNA-Seq library preparation TruSeq RNA Sample Prep Kits (Illumina). Libraries were multiplexed by four on three single flow cell lanes and subjected to 50 bp paired-end read sequencing on a HiSeq 2000 device. A mean of 47 ± 6 million passing illumina quality filter reads was obtained for each of the 12 samples. Transcriptomic analysis was performed as three experimental replicates from which mean values were calculated and presented. RNA-Seq data analysis was done using the Eoulsan software version 1.2.2 (Jourdren *et al*., 2012). Before mapping, poly N read tails were trimmed, reads ≤ 40 bases were removed, and reads with quality mean ≤ 30 were discarded. Reads were then aligned against the *T. reesei* reference genome (http://genome.jgi-psf.org/Trire2/Trire2.home.html) using Bowtie mapper (version 0.12.7) using the ‘-n 2 -l 34 -e 70 -k 2 --best’ parameters. Only one alignment was kept in a given locus for each read, and read alignments matching on more than one locus were removed. To compute gene expression, the *T. reesei* genome annotation was used Gene expression was computed by counting all overlapping regions between alignments and referenced exons. To quantify the gene expression level, the relative transcript abundance was measured in reads per kilobase of exon per million mapped sequence reads (RPKM; (Mortazavi *et al*., 2008)). The log2 ratios of the RPKM values were used to identify differentially expressed genes. To keep only the most differentially expressed genes, thresholds of four (sophorose vs. glycerol in the retransformant) and five (retransformant vs. *Δkap8* on sophorose) for log ratio were used. Read numbers < 100 were considered as (almost) absence of transcription and not chosen for the evaluation. Genes were identified by the aid of a completely manually annotated *T. reesei* genome database proprietary to C.P.K.

The RNA-Seq gene expression data and raw fastq files are available at the GEO repository (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE59600.

### Analysis of sexual and asexual development

To test the effect of importin gene deletion on sexual reproduction, *T. reesei MAT1-2* parental and mutant strains were confronted with the compatible *MAT1-1* mating partner CBS999.79 as described previously (Seidl *et al*., 2009). All crosses in which fruiting bodies were formed were visually inspected until the maturation stage was achieved and ascospores were dispersed. Monoascospore cultures were isolated by dispersing the solution with a cotton swab on multiple PDA plates. After overnight incubation, several single germinated spores were selected with on a stereomicroscope, transferred to a new PDA plate and cultivated at 28°C.

To test for photo-dependent conidiation, PDA plates were centrally inoculated with one 5 mm diameter mycelial plug taken from the edge of a 3-day-old colony and incubated for eight days at 28°C in either complete darkness or cycles of 12 h illumination/12 h darkness. Three biological replicates were prepared for each condition. Conidia from each plate were then harvested in equal volumes of physiological salt solution (0.1%, w/v, Tween 80 and 0.8% w/v NaCl) by gently rubbing the surface of the mycelium with a sterile Drygalski spatula. The crude spore suspension was then filtered through glass wool to remove mycelial fragments, and conidia were sedimented by centrifugation (5000 × *g*, 10 min). Finally, the spore pellet was resuspended in 2.5 g l^−1^ phytagel (Phytagel^TM,^ SIGMA, Steinheim, Germany) and well mixed, and the transmission at 590 nm in a Biolog standard turbidimeter was measured. The number of total conidia was calculated using a calibration curve previously prepared with *T. reesei* QM9414 conidia.

### Enzymatic assays and determination of fungal dry weight

Cellulase enzyme activities were determined using 1% (w/v) CMC and p-nitrophenyl-ß-D-lactobioside (Bailey and Tahtiharju, 2003). Total protein in the culture supernatant was determined by the method of Bradford (Bradford, 1976). Fungal dry weight was determined by filtering an aliquot of the culture through glass sinter funnels (porosity G1), washing with tap water and drying at 80°C to constant weight.

### Analysis of gene expression by quantitative RT-PCR

This was performed as described recently (Lichius *et al*., 2014). Briefly, Dnase-treated (DNase I, RNase free; Fermentas) RNA (5 μg) was reverse transcribed with the RevertAid™ First Strand cDNA Kit (Fermentas) according to the manufacturer's protocol with a combination of oligo-dT and random hexamer primers, and all qPCR assays were performed on a Bio-Rad (Hercules, CA) iCycler IQ. Relative gene expression ratios were calculated using REST^©^ Software (Pfaffl *et al*., 2002). All samples were analyzed in at least two independent experiments with three replicates in each run.

The significance of differences in gene expression between different knockout mutants and the remaining strains at a given time point was evaluated by the Student's *t*-test (http://studentsttest.com/), assuming unequal variance of groups. To this end, a group consisting of the replicate values of a given knockout strain was compared against a group containing all replicas of all the other knockout strains.

### Monitoring of XYR1 nuclear transport

Expression and subcellular localization of GFP-labeled fusion proteins was investigated by fluorescence microscopy and image analysis as described recently (Lichius *et al*., 2014). Live cell imaging was performed using a Nikon C1 confocal laser scanning unit mounted on a Nikon Eclipse TE2000-E inverted microscope base (Nikon GmbH, Vienna, Austria). GFP-labeled proteins were excited with the 488 nm laser line of an argon ion laser, and emitted fluorescence light separated by a Nikon MHX40500b/C100332 filter cube was detected with a photo-multiplier tube within the range of 500–530 nm. A Nikon Plan Apo VC 60× /1.2 water immersion objective lens was used, and laser intensity and laser dwell time during image acquisition were kept to a minimum to reduce photobleaching and phototoxic effects. Brightfield images were captured simultaneously with a Nikon C1-TD transmitted light detector mounted behind the condenser turret. Images were recorded with a maximum resolution of 1024 × 1024 pixels and saved as TIFF. HOECHST dye #34580 (*life* technologies, Invitrogen, cat# H21486) was used at a final concentration of 3.6 μM to counterstain nuclei. HOECHST fluorescence was detected in the range of 430–470 nm, after excitation of the dye with 405 nm of a HeNe laser and separation through a Nikon MHX40500a filter cube. This setup, unfortunately, was not capable of fully eliminating bleed-through of strong HOECHST signals into the GFP channel even when using sequential scanning.

How the deposited data were processed for this re-analysis (not part of the article)

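RNA of the *Δkap8* strain and of its complemented transformant was sequenced in 4 groups of 3 replicates, each strain after 24 h on 1% glycerol and 3 h after transfer to sophorose. The paper gives 1.4 mM sophorose and the sample labels 1.8 mM. The condition and replicate number of each of the 12 samples were taken from its labels.

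The authors trimmed poly-N tails, removed short and low-quality reads with Eoulsan, aligned the rest to the Trire2 genome with Bowtie, removed alignments to more than one locus and deposited counts per gene, one file per sample. The values are whole-number counts of alignments that overlap exons, without scaling, for 9129 genes. Whether both ends of a fragment count once or separately is not stated in the paper or its supplementary tables. The totals were between 28855789 and 42122876 counts per sample, so that 3 counts correspond to 0.071 to 0.104 CPM. No reference genome or annotation was part of the files analysed here, so that lengths, positions and GC content were not used. Gene names come only from the paper's own tables.

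The fits used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and DESeq2 1.42.0 as an alternative. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the figures with matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr at its default settings, which left 8224 genes. Libraries were scaled by TMM, and one quasi-likelihood model with a mean for each of the 4 groups was fitted to all 12 samples, with no block. The contrasts were sophorose against glycerol within each strain, the *Δkap8* strain against the complemented transformant on each carbon source, and the difference of the 2 sophorose responses (interaction). The p-values were adjusted by the Benjamini-Hochberg method within each contrast, with a limit of 0.05. The standard error of a log2 fold change is its size divided by the square root of edgeR's F statistic, and it has no meaning where a group has no counts. A normalized count is the count divided by the effective library size and multiplied by the geometric mean of the effective library sizes. Means, SD and folds of single genes are those of normalized counts. A comparison of 3 replicates against 3 by exact permutation has a smallest p of 0.1, so that single genes were tested only by the model across all genes.

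Induced genes had a rise of at least 4-fold, an adjusted p below 0.05 and a mean of at least 100 normalized counts on sophorose; the fold and the 100 reads are the paper's limits. Lowered genes were those induced genes that were more than 5-fold lower in the *Δkap8* strain on sophorose with an adjusted p below 0.05. Genes lowered without induction had a ratio of sophorose to glycerol below 2 and at least 100 normalized counts on glycerol in the complemented transformant, and were more than 5-fold lower with an adjusted p below 0.05 on both carbon sources. CAZyme and transcription factor genes are those named as such in Tables S4 and S6; the rules for these names in the other groups were written after the files had arrived. The genes given by name are those the paper names in its text or in Tables 1 and 2, *ku70*, genes with no count in 1 strain and at least 100 in every sample of the other, and the 10 genes with the largest change in each contrast that changed the same way in every replicate.

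The replicate number was tried as a block. Deviations from the group means had a mean Pearson's r across genes of -0.029 for samples with the same replicate number and 0.014 for samples with different numbers. In the induced genes the replicate block gave 305 in place of 319. Further alternatives were DESeq2's size factors and its Wald test, scaling by the total count, TMM without the 10 largest genes, no filter on low counts (9031 genes), only the groups compared in the fit, minimums of 50 or 200 normalized counts or none, limits met in every replicate, other ratio limits, and each of the 12 samples left out in turn. Their effect is given in the closing section. The model was tested on simulated data with the means, library sizes and dispersions (at most 0.5) of the real counts, where 98.8% to 100% of the changed genes were recovered, 3.9% to 6.1% of the genes called were false, and 0 genes were called for a contrast without change. For DESeq2, tested on the sophorose response of the complemented transformant only, 10.3% were false. For comparisons of 3 samples with 3, the counts were also made for all 10 splits of the samples, and for results from all 12 samples for 100 splits drawn with a fixed seed. How the script treats the direction of a split was corrected after its first output had been seen. The RT-qPCR, microscopy and growth experiments of the paper are not analysed here.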

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

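The alternatives, tests and gene rules were fixed before the processed files arrived, except where a later choice is named. The sophorose response differed between the strains for 3624 of the 8224 tested genes (adjusted p below 0.05, edgeR's interaction term), 1990 with a higher and 1634 with a lower log2 change in the *Δkap8* strain. This was flagged because the effect of sophorose is not the same in the 2 strains. The predictions for the technical explanations of this count were made after it had been seen. Scaling by the total count alone gave 3723 genes, so that the normalization did not change the count by more than 1.5 times. The fits that each left out one sample gave at least 3087 genes, so that no single replicate carries it. The count was as large in 2 of the 100 splits of the strains within each carbon source, the real one included. A split that mixes the strains can turn their difference on glycerol into a difference of responses, so that the splits do not decide on chance. GC content and gene length were not tested, since the genome was not part of the files analysed here. Library batches could not be tested, since the files do not say which libraries shared a sequencing lane. The 2 strains also differ in *ku70* counts, as described under the other observations, so that the count cannot be told apart from a difference between the strains other than *kap8*.

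For *cel7A*, the sophorose responses differed by a log2 change of -10.44 (standard error 1.78, adjusted p = 0.000618, edgeR), and every replicate of the complemented transformant on sophorose lay above every one of the *Δkap8* strain. It was flagged as a difference between the strains' responses. Scaling by the total count gave -10.1 and the replicate block -10.37. The size rests on few counts on glycerol, where the *Δkap8* strain has 7.0 to 254.5 normalized counts. A loss of induction without KAP8, as the paper proposes, may be the reason, and the spread of replicate 3 of the complemented transformant described under the other observations limits how exactly its size is known.

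For *xyr1*, the responses differed by -0.66 on the log2 scale (standard error 0.25, adjusted p = 0.0456, edgeR), with a larger rise in the complemented transformant, and the flag is again the difference between the strains. Its direction held in all fits. It stayed past the threshold with DESeq2's size factors (-0.7, adjusted p = 0.036) and with TMM without the 10 largest genes (-0.68, adjusted p = 0.0335), and was not past it with scaling by the total count (-0.35, adjusted p = 0.232) or with the replicate block (adjusted p = 0.0622).

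In data the paper does not report on, 236 genes were induced at least 4-fold by sophorose in the *Δkap8* strain and less than 2-fold in the complemented transformant, with an adjusted p below 0.05 for the difference of the responses (edgeR). This set was chosen after the files had arrived. Of these genes, 7 are in Tables S4 or S6. Their median log2 change was 2.65 in the *Δkap8* strain and 0.21 in the complemented transformant, and for 235 of them each sophorose replicate of the *Δkap8* strain lay above each of its glycerol replicates. With the normalization by the total count alone, the number was 371, more than 1.5 times as many. The size of the set thus depends on the normalization, but a rise does not show that the normalization created the set. The prediction of a change by more than 1.5 times was made after a related count had been seen. A single replicate does not account for the set, since the fits without one sample gave at least 217 genes. Of the 100 splits of the strains within each carbon source, 11 gave as many genes, and the largest other split gave 545. The strains differed on glycerol for 5500 genes, and a split that mixes them can turn this into a difference of responses. The splits therefore cannot decide whether chance accounts for the set. A different starting level on glycerol was looked at as a further explanation: 77.1% of the genes (182) were lower on glycerol in the *Δkap8* strain and not higher on sophorose, while 54 were higher on sophorose. The set was chosen by a larger rise in the *Δkap8* strain. By that choice, each gene lies lower on glycerol or higher on sophorose there, so that the shares divide the set and test no cause. Most of the set thus had a lower level on glycerol in the *Δkap8* strain, although the size of the set depends on the normalization.

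More than 5-fold higher in the *Δkap8* strain on both carbon sources were 15 genes, which the paper does not discuss apart from 2 that are in Tables S4 or S6. This set, too, was chosen after the files had arrived. The median log2 differences were 3.17 on sophorose and 3.12 on glycerol, and all 15 were higher in every replicate on both. Scaling by the total count alone, as a test of the normalization, gave 11 genes. With the 10 largest genes left out of the normalization, as a test of a few genes taking most of the counts, the number was 15. As a test of a single replicate, the fits without one sample gave at least 13. Only 1 of the 100 splits, the real one, gave as many. The tested technical explanations did not account for these genes; reads shared between paralogs, gene length and GC content could not be tested without a genome. A difference between the strains, through KAP8 or through other parts of their background, may account for them, and no test here tells these apart.

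Of the comparisons of 3 samples with 3, the real split was in each case the only 1 of the 10 splits with as many genes. This holds for the induced genes, those above 10-fold, the induced CAZyme and transcription factor genes, the lowered genes and their CAZymes, the genes induced in the *Δkap8* strain and the genes that differ between the strains on glycerol. The share of 0.1 is the smallest that 10 splits allow, so that chance cannot be excluded by this count. For the genes lowered on both carbon sources without induction, 1 of 100 splits gave as many, the real one.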

How the results depend on the processing

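Of the rows of headline results, 326 kept their verdict, 17 moved and 12 had a difference that no longer passed its threshold. Among single genes, 997 rows were unchanged, 32 fell below the threshold, 6 rose above it and 3 reversed. The direction and significance of the *cel7A* and *xyr1* differences on sophorose were the same under every alternative, with log2 changes from -9.71 to -8.44 and from -1.23 to -0.84 across the 12 fits that each left out one sample.

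For the induced and lowered genes, the largest change came from asking that every replicate meet the limits. This left 140 induced genes, 51 above 10-fold, 31 CAZyme and 7 transcription factor genes among the induced, and 52 lowered genes with 14 CAZyme genes. It also left 35 genes lowered without induction, and 140 induced and 52 lowered genes by the fold and count rule without a test. Replicate 3 of the complemented transformant on sophorose, which lies below the other 2 for most cellulase genes, may contribute to this drop. The induced genes without it numbered 346, but by the limits on the mean, so that this does not test the drop. The demand on every replicate also lowered the genes induced in the *Δkap8* strain, from 519 to 367. Without a minimum count, 784 genes were induced in the *Δkap8* strain in place of 519, and the fold and count rule gave 595 induced and 267 lowered genes, as genes with few counts then enter. With a 2-fold limit added, the response differed for 2059 genes and the strains differed on glycerol for 2797 genes. For the genes lowered without induction, the 5-fold limit on glycerol alone moved the number furthest, to 256, and a ratio below 1 gave 52. Scaling by the total count changed the genes induced only in the *Δkap8* strain to 371 (this set was chosen after seeing the data).

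The smaller rise of *xyr1* in the *Δkap8* strain was -0.66 and no longer past the threshold with the replicate block (adjusted p = 0.0622, edgeR), and -0.35 with scaling by the total count; with DESeq2's size factors it was -0.7 and past it. Across the 12 fits without one sample it ranged from -0.84 to -0.45 and was past the threshold in only the fits without replicate 3 of the complemented transformant on either carbon source. Its adjusted p of 0.0456 in the main fit lies close to the limit. The response difference of *ace3*, never past the threshold, reversed to 0.19 with the total count and to 0.04 without replicate 2 of the complemented transformant on sophorose, and that of *clr2* to -0.02 without its replicate 3 there. Their ranges across the fits without one sample were -0.37 to 0.04 and -0.02 to 1.01. These 3 reversals may reflect nothing more than values close to 0. The response difference of *cel5A*, not past the threshold in the main fit, passed it under 3 alternatives (-15.69 with DESeq2's test, -15.93 with the replicate block, -16.95 without replicate 3 of the complemented transformant on sophorose). The lower level of *clr2* on sophorose was no longer past it under 9 alternatives, that of Trire2:122795 under 6 and that of *ace3* under 2. The rise on sophorose within the *Δkap8* strain also fell short of it in some fits without one sample, for *cel7A* (adjusted p up to 0.0855) and *cel6A* (up to 0.136). For *cel6A* it fell short with the replicate block as well (adjusted p = 0.0695).

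Across the 12 fits without one sample, the numbers ranged from 299 to 346 induced genes, 116 to 138 above 10-fold, 47 to 57 induced CAZyme genes, 148 to 171 lowered genes with 32 to 41 CAZyme genes, 13 to 16 transcription factor genes and 79 to 90 genes lowered without induction. They ranged from 504 to 540 genes induced in the *Δkap8* strain, 3087 to 4536 with different responses, 4909 to 6106 that differ on glycerol, 301 to 347 and 149 to 171 by the fold and count rule, 217 to 252 induced only in the *Δkap8* strain and 13 to 16 higher in it on both carbon sources. The depth limits the zero counts in the *Δkap8* strain, where levels below 0.071 to 0.101 CPM cannot be seen, and the log2 changes of genes without counts in a group.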

Differences from the paper's values

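The paper reports 163 genes that were not induced and lower in the *Δkap8* strain under both conditions, and 86 were found here. Without a minimum of normalized counts the number was 115, still below the paper's value but within 1.5 times of it, the limit used for a difference. None of the other alternatives set before the files arrived came within this limit. Of the paper's 163 genes, 77 were more than 5-fold lower on both carbon sources here and 78 on glycerol only.

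For 7 genes of Table 2, the fold between the complemented transformant and the *Δkap8* strain on sophorose differed from the paper's. For *xyn1* it was 19.1 against the paper's 34.7, for *cel6A* 701.4 against the paper's 1518.9, for *cel7A* 525.5 against the paper's 1274.7 and for the α-1,2-mannosidase gene Trire2:74198 10.4 against the paper's 20.1. A fold was counted as different when it was more than 1.5 times apart from the paper's and beyond the error from the replicate SD. For these 4, this held under every alternative set before the files arrived except the fits without replicate 3 of the complemented transformant on sophorose (25.4, 1045.6, 780.0 and 15.0) or without replicate 3 of the *Δkap8* strain on sophorose (23.3, 1041.9, 835.7 and 11.8). For *man1* (Trire2:56996), the fold was 138.1 against the paper's 324.7. Only without replicate 3 of the *Δkap8* strain on sophorose (174.9) was it no longer counted as different. It was still more than 1.5 times apart there, but within the error from the replicate SD. For *glr1* (Trire2:72526), it was 13.8 against the paper's 23.1. It was no longer counted as different with DESeq2's size factors (13.9) or without replicate 3 of the *Δkap8* strain on sophorose (15.9). The same held without replicate 2 or 3 of the complemented transformant on sophorose (12.1 and 18.6). Of these folds, 12.1 lay further from the paper's than 13.8 did, and 13.9 was hardly nearer, so that only the error from the replicate SD removed the difference there. For *bxl1*, 38.7 against the paper's 86.8, none of the alternatives set before the files arrived closed the gap. With the counts of replicate 1 alone, a comparison chosen after seeing the data, the folds were 34.3 for *xyn1*, 1501.4 for *cel6A*, 1260.0 for *cel7A*, 19.9 for Trire2:74198, 320.9 for *man1*, 22.8 for *glr1* and 85.8 for *bxl1*, each no more than 1.2% from the paper's.

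The paper states in words that the lowered genes had almost no expression with or without sophorose. Of the 156 lowered genes, 85 had fewer than 100 normalized counts in the *Δkap8* strain on both carbon sources, which stays within that wording. With no minimum count asked for, 103 of the 156 still rose at least 4-fold on sophorose there. The median of the 156 genes was 8.4 on glycerol and 78.2 on sophorose, so that such a rise does not by itself contradict the paper. The paper describes the genes of Table S6 as reduced more than 5-fold under both conditions, and 78 of them were lowered by more than 5-fold on glycerol only; Trire2:122795 was 1.4 times and Trire2:123475 3.7 times higher in the complemented transformant on sophorose. The paper places proteases among the groups with the most pronounced reduction, and 3 of 7 induced protease genes were lowered here. The footnote of Table 2 describes its fold as a ratio of inductions, and each of the 39 folds that could be checked lies within 2% of the ratio of the table's own values on sophorose. Table 3 gives both strains as *ku70* deletion strains, and the counts of *ku70* (Trire2:63200) were between 862 and 1596 in the samples of the complemented transformant and summed to 1 in those of the *Δkap8* strain.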

Other observations

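The values headed RPKM in Tables S4 to S6 were compared with the counts, because they are whole multiples of one constant in each column. The hypothesis that they are one sample's counts times a scale factor was tested by the share of genes whose value is that constant times the count. For replicate 1 this share was at least 96.3% in each of the 4 groups, for replicates 2 and 3 it was at most 4.0% and for the mean of the replicates at most 5.2%. The values are thus consistent with counts of replicate 1, neither divided by gene length nor averaged. In replicate 1 alone, 343 of the 351 genes of Table S4 and 6 others met the rule of a 4-fold rise and 100 reads, and 178 of the 195 genes of Table S5 also met the 5-fold rule.

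The log2 changes in Tables S4 to S6 were compared with the contrasts of the edgeR fit after a mismatch with their headings had been seen. Each column follows one contrast, with a median difference of at most 0.03. The columns of Table S4 follow the sophorose response of the complemented transformant and that of the *Δkap8* strain. In Table S5 they follow the difference between the strains on glycerol and the response of the complemented transformant, so that no column there holds the difference between the strains on sophorose. The columns of Table S6 follow the strain differences on glycerol and sophorose and the responses of the complemented transformant and the *Δkap8* strain. The explanation tested, columns that hold another contrast than their heading, was met with this 0.03, and some headings may thus name the wrong contrast.

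In the complemented transformant on sophorose, replicate 3 had 2.1% of the mean of replicates 1 and 2 for *cel7A*, and 64.3% for *xyr1*. With it, *cel7A* was 16.6 times higher than the mean of the *Δkap8* strain, against 881.2 and 678.7 times with replicates 1 and 2. The technical explanations below were predicted after this had been seen, except the last. A mixed sample, part of a glycerol culture, would put the replicate at one fraction of the way from glycerol to replicates 1 and 2 for all induced genes; the fraction had an interquartile range of 0.79 (quartiles 0.21 and 1.0), with 0.021 for *cel7A* and 0.62 for *xyr1*. A mislabelled sample was tested by *kap8* and *ku70*, and 0 of these 2 genes lacked counts. The library size or depth was 0.89 times that of the others. That the genes that depend on KAP8 are those that fall was tested by the median log2 ratio, -1.09 for the 156 lowered genes and -0.73 for the 163 other induced genes. The difference of -0.36 had a permutation p = 0.1 over genes (100000 draws) and was not past the threshold. Genes of the same culture are not independent, and the lowered genes were chosen in a fit that held this replicate. The test therefore cannot decide whether the genes that depend on KAP8 fell more. Of the 35 lowered CAZyme genes, 33 fell (median -2.32). A slower induction in this culture may be the reason, but it was not tested, as the files hold 1 time point.

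With 0 counts in all 6 samples of the *Δkap8* strain, 5 genes stand out that had at least 100 in every sample of the complemented transformant (Trire2:112036, 112560, 122889, 4851 and 70932). A difference in library size or depth was tested by scaling 100 counts to the smallest library of the *Δkap8* strain, which gives 84.4. As a test of a mislabelled sample, the *kap8* count belonged to the other strain in 0 samples. As a test of chance, 0 genes were found in the reverse comparison. A strain variant, DNA missing from one strain, was predicted to place the genes side by side in the order of identifiers. The 5 genes held 0 neighbouring pairs, so that 100 of 100 random sets had at least as many. The prediction was not met, but with so few genes and no pair among them this says little either way. The window of 10 places was chosen when the near-zero genes below had already been listed, and that the identifiers follow the genome is an assumption the files cannot test.

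With a limit of at most 0.1% of the complemented transformant on both carbon sources, 14 genes were found, among them *kap8*, *ku70*, SLN1, GCN20, QI74, Trire2:82619, 82623, 70961 and 109523 and the 5 genes above. Only 4 genes lay between 0.1% and 1%, and 52 between 1% and 10%. Low expression that falls on through the range would give fewer than 4, so that the 14 stand apart; this prediction was made after the genes had been listed. The strain variant was tested again, after the result had been seen: there were 3 neighbouring pairs, and 1 of 100 random sets had as many. This may point to DNA missing from the *Δkap8* strain. Such DNA would also be missing from the complemented transformant, if it was made from this strain as the paper describes. Of the 14, 11 are in Table S6. *ku70* had at least 862 counts in each sample of the complemented transformant, while Table 3 gives both strains as *ku70* deletion strains. These counts argue against the sequenced transformant being a *ku70* deletion strain made from the sequenced *Δkap8* strain. The strains may thus differ in more than *kap8*, and a difference between them cannot be told apart from such a background without the genome sequences of the strains.

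Replicates 2 and 3 of the *Δkap8* strain on glycerol had 254.5 and 182.6 normalized counts of *cel7A* and replicate 1 had 7.0, and *kap8* had 4.8, 3.0 and 1.2. The hypothesis of reads from another sample, the complemented transformant on sophorose, was stated before the test: over 41 genes of Table 2, the excess over replicate 1 would rise with the counts there (Spearman's rho above 0.7) and make up a similar share of them in the 10 highest genes (ratio of the quartiles below 3). Across these genes, which are not independent replicates, rho was 0.39. The share in the 10 highest genes had quartiles of 112.2 and 264.2 ppm, with 168.1 for *cel7A* and 269.6 for *kap8*, and the ratio of the quartiles was 2.36. The prediction on rho was not met and that on the ratio was, so that reads from another sample are left open.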
